# Differentiation dynamics of mammary epithelial cells revealed by single-cell RNA sequencing

**DOI:** 10.1038/s41467-017-02001-5

**Published:** 2017-12-11

**Authors:** Karsten Bach, Sara Pensa, Marta Grzelak, James Hadfield, David J. Adams, John C. Marioni, Walid T. Khaled

## Abstract

Characterising the hierarchy of mammary epithelial cells (MECs) and how they are regulated during adult development is important for understanding how breast cancer arises. Here we report the use of single-cell RNA sequencing to determine the gene expression profile of MECs across four developmental stages; nulliparous, mid gestation, lactation and post involution. Our analysis of 23,184 cells identifies 15 clusters, few of which could be fully characterised by a single marker gene. We argue instead that the epithelial cells—especially in the luminal compartment—should rather be conceptualised as being part of a continuous spectrum of differentiation. Furthermore, our data support the existence of a common luminal progenitor cell giving rise to intermediate, restricted alveolar and hormone-sensing progenitors. This luminal progenitor compartment undergoes transcriptional changes in response to a full pregnancy, lactation and involution. In summary, our results provide a global, unbiased view of adult mammary gland development.

## Abstract (web summary)

There is a need to understand how mammary epithelial cells respond to changes at various developmental stages. Here, the authors use single-cell RNA sequencing of mammary epithelial cells at different adult developmental stages, identifying different cell types and charting their developmental trajectory.

## Introduction

The purpose of the mammary gland is to provide nourishment and passive immunity for the young until they are capable of feeding themselves. From a developmental biology perspective, the mammary gland is a unique organ as it undergoes most of its development during puberty and adulthood^1–4^. In the pre-pubertal mouse, the mammary gland consists of a rudimentary epithelial ductal structure embedded within a mammary fat pad, which is connected to the nipple^5, 6^. At the onset of puberty and in response to hormonal changes, the rudimentary ductal structure will proliferate and migrate to fill the entire mammary fat pad, leaving a developed network of ductal structures that later serve as channels for milk transport during lactation. At the onset of pregnancy, a highly proliferative stage is initiated, characterised by further ductal side-branching and widespread lobuloalveolar development^1^. Differentiation of the epithelial cells within alveoli prepares the gland for milk production and secretion. Towards the end of pregnancy, the gland is extremely dense and primarily occupied by epithelial cells and very little fat. This morphology is largely maintained throughout lactation. However, in response to cessation of suckling the gland undergoes involution, which is characterised by extensive cell death and tissue remodelling^4, 7^. Towards the end of involution, the gland reaches a morphology resembling that of glands prior to pregnancy and subsequent pregnancies will trigger the same chain of events.

Recent efforts have focused on the identification and characterisation of the various mammary epithelial cell lineages within the gland that contribute to this developmental homoeostasis. Pioneering fat pad transplantation studies nearly 70 years ago were the first to demonstrate the regenerative and differentiation capacity of small numbers of cells^8–10^. More recently the use of cell surface markers coupled with flow cytometry has been used to enrich for various progenitor and stem cell compartments^10–13^ and showed that imbalance of such cell populations results in cellular transformation and subsequently breast cancer^14, 15^. Other studies, inspired by breast cancer transcriptomic profiling, have identified transcriptional regulators of mammary epithelial cell types such as *GATA3* in luminal cells^13, 16^. More recently, elegant lineage-tracing studies used key markers to address the contribution of each lineage to adult mammary epithelial cell homoeostasis^4^. However, in all of these studies only a handful of markers and genes were used to define the cellular hierarchy of the mammary epithelial cells, with a principal focus on the nulliparous developmental stage. Therefore, to properly understand its changing role throughout life, there is a need for an unbiased and comprehensive characterisation of mammary epithelial cell compartments at different developmental stages.

Here we used single-cell RNA sequencing (scRNAseq) to map the cellular dynamics of mammary epithelial cells across four adult developmental stages; nulliparous, mid gestation, lactation and post weaning (full natural involution). Our data from 23,184 individual cells identify 15 distinct cell populations within the gland and allow their hierarchical structure across developmental time points to be charted.

## Results

### Single-cell RNA sequencing identifies 15 clusters of mammary epithelial cells

We isolated mammary epithelial cells from four developmental time points; nulliparous (NP), day 14.5 gestation (G), day 6 lactation (L) and 11 days post natural involution (PI). 

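Each of the 8 libraries held the cells of 1 mouse, and each stage had 2 mice. Nulliparous mice were 8 weeks old, and the post-involution gland was taken 11 days after weaning. The deposited files give, for every cell barcode, the count of unique molecular identifiers (UMIs, which mark single captured transcripts) for each of 27998 genes. The authors made these counts with Cell Ranger from reads aligned to the mm10 genome, without normalisation, and added a table with the quality flags and the cluster of each cell. For the values given here, the UMIs of all cells of a cluster were summed within each mouse, so that mice and not cells are the replicates. Levels are CPM, the count of a gene scaled to a common total of UMIs per sum, given as mean ± SD over 2 mice unless stated. Genes were compared between groups with edgeR's quasi-likelihood test on these sums after TMM normalisation and a filter on low counts, and p-values were adjusted by Benjamini-Hochberg over all genes tested, at a threshold of 0.05. Comparisons of clusters within the same mice had the mouse as a term in the fit. Gene groups are 21 lists fixed before the data files were opened. With 2 mice against 2, no exact permutation test of a single gene can go below p = 0.333, so the adjusted p-values rest on the variance that edgeR shares between genes.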

For each time point, we sorted mammary epithelial cells based on the EpCAM cell surface marker from two independent mice (Supplementary Fig. 1; Fig. 1a). All samples were then prepared for scRNAseq using the 10× Chromium platform^17^. Following quality control (Methods), this yielded an average of 6175 unique transcripts and 2118 genes detected from 25,010 cells (4223 in NP, 5826 in G, 9319 in L and 5642 in P) with high reproducibility between the biological replicates (Supplementary Figs. 2 and 3). 

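All 4 stages gave cells of similar mitochondrial content but of different transcript yield, and cells of lactating glands were the shallowest. The median cell held 9476 UMIs and 2769 genes in NP, 8684 and 2606.5 in G, 3959 and 1543 in L, and 6046 and 2140 in PI. Over all cells the mean was 8222 UMIs (median 6278) and 2370 genes (median 2166). The median mitochondrial share per stage lay between 0.683% (PI) and 0.834% (NP). Of 25806 barcodes, 791 were removed because 1 barcode sequence occurred in more than 1 library, 4 for a high mitochondrial share and 1 for few genes. Total depth per mouse ran from 13785920 UMIs in the first PI mouse to 35711533 in the first G mouse. Across 9469 genes, the correlation of log-transformed mean levels between the 2 mice of a stage was 0.990 in NP, 0.992 in G, 0.986 in L and 0.976 in PI; genes are not independent replicates.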

Visual inspection of the data using t-distributed stochastic neighbour embedding (t-SNE) suggested that although there is grouping of cells by time point, there are also other factors that underlie structure within the data set (Fig. 1b). First, we dissected the global structure by unsupervised clustering using a shared-nearest-neighbour clustering approach (see Methods). This resulted in a coarse clustering into 13 groups (Supplementary Fig. 4a). In a second step, we applied hierarchical clustering to each of the identified groups to further resolve the cellular heterogeneity (Fig. 1c, Supplementary Fig. 4b). After removal of endothelial and immune cell clusters (Supplementary Fig. 4c–e), this resulted in a total of 15 mammary epithelial cell clusters (C1–C15) of 23,184 cells. 

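Most clusters came almost entirely from 1 stage. Luminal progenitor cells of the nulliparous gland (C6) counted 726 cells, 94.8% of them from NP mice, and those of the post-parous gland (C7) counted 1926, 99.9% of them from PI mice. The myoepithelial cluster C14 was the largest, with 7744 cells, followed by the differentiated alveolar cluster C8 with 3747. The smallest was the hormone-sensing cluster C5, with 63 cells. In the deposited annotation matched to the count files, clusters C1 to C15 held 23183 cells. Another 1516 cells lay in endothelial, immune and other non-epithelial clusters, 980 of them from L mice, and 310 lay in a cluster of doublets, 308 of them from G mice.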

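Luminal and basal cells of the same mouse differed in both keratin classes and in smooth muscle actin in all 8 mice. The luminal keratins *Krt8* and *Krt18* together were higher in luminal cells by 2.34 on the log2 scale (SD 0.51, n = 8 mice, range 1.73 to 2.95). The basal keratins *Krt5* and *Krt14*, which build the cytoskeleton of basal cells, differed by -5.92 (SD 1.76, range -8.08 to -3.05), and *Acta2*, the actin of contractile cells, by -6.26 (SD 1.77). The authors assigned clusters to the luminal and basal groups by these same transcripts, so the direction was given in advance and only the size of the differences is a measurement. *Krt18* ran from 9232 ± 461 CPM in C7 to 23.6 CPM in the basal cluster C15. Among luminal clusters it was lowest in C9, at 955 CPM. Milk protein genes took 447500 and 417200 CPM of C9 in the 2 L mice, which lowers its other levels. The basal cluster C12 of the nulliparous gland still held 1512 ± 498 CPM of *Krt18*. *Krt14* was highest in C14, at 5160 ± 399 CPM, and reached 810 CPM in the lactation cluster C11 against 6.56 CPM in C3. *Krt5* was at 957 ± 59.0 CPM in C14 and 71.5 CPM in C15.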

Based on the expression of *Krt18*, *Krt8*, *Krt5*, *Krt14* and *Acta2*, we noted that 11 clusters showed a luminal profile (C1–C11) and 4 showed a basal profile (C12–C15) (Fig. 1d; Supplementary Data 1–15).

**Fig. 1:**
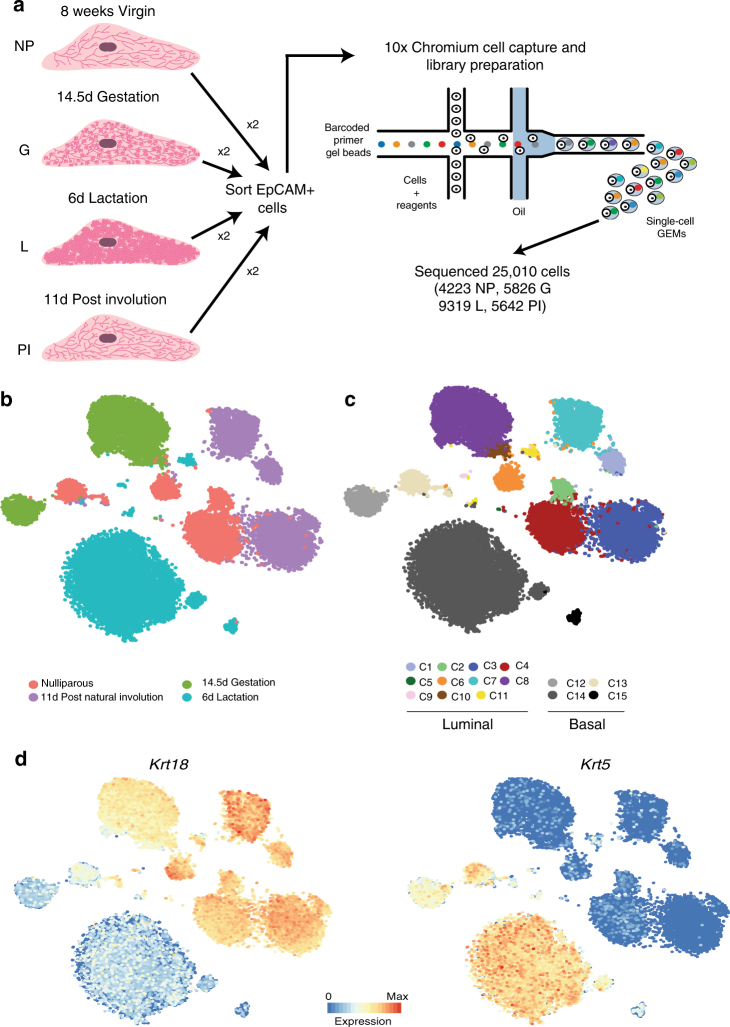
Single-cell RNA sequencing identifies 15 clusters of mammary epithelial cells. **a** Schematic diagram highlighting the experimental setup for isolating and sequencing the RNA of single cells using the 10× chromium system. **b** t-SNE plot of 23,184 cells visualises general structure in the data. Cells are coloured by the four developmental time points as follows: pink = NP, dark green = G, light green = L, purple = PI. **c** Same as **b** but colouring cells by clusters. **d** t-SNEs coloured by the normalised log-transformed expression of the basal marker *Krt5* and the luminal marker *Krt18*

To further characterise the clusters, we identified differentially expressed genes and inferred putative identities based on known marker (Fig. 2a, b). As shown in Table 1, multiple clusters of cells have been assigned to the same putative cell type. 

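Luminal progenitor clusters and differentiated hormone-sensing clusters were closest to their counterpart from another stage, while alveolar clusters were closest to the other alveolar cluster of the same stage. Over 9469 genes, the Spearman correlation of mean levels was 0.936 between the luminal progenitor clusters C6 and C7, 0.945 between the hormone-sensing progenitor clusters C1 and C2 (C2 was closer to C4, at 0.956), and 0.962 between the differentiated hormone-sensing clusters C3 and C4. The alveolar clusters C8 and C10, both from gestation, were correlated at 0.940, and C9 and C11, both from lactation, at 0.888, against 0.828 between the differentiated alveolar clusters C8 and C9. Basal C12 and C13 stood at 0.889, and C15 was farthest from its nearest cluster, with 0.757 to C14. C1 was nearly as close to C7 (0.929), from the same mice, as to C2. These correlations run across genes, which are not independent replicates.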

We found that in these instances the cells showed a high similarity and expressed the same marker genes but derived from different developmental stages (see NP, G, L or PI suffix in Fig. 2a), suggesting that the stage of the gland has specific effects on the transcriptional landscape of certain cell types.

**Fig. 2:**
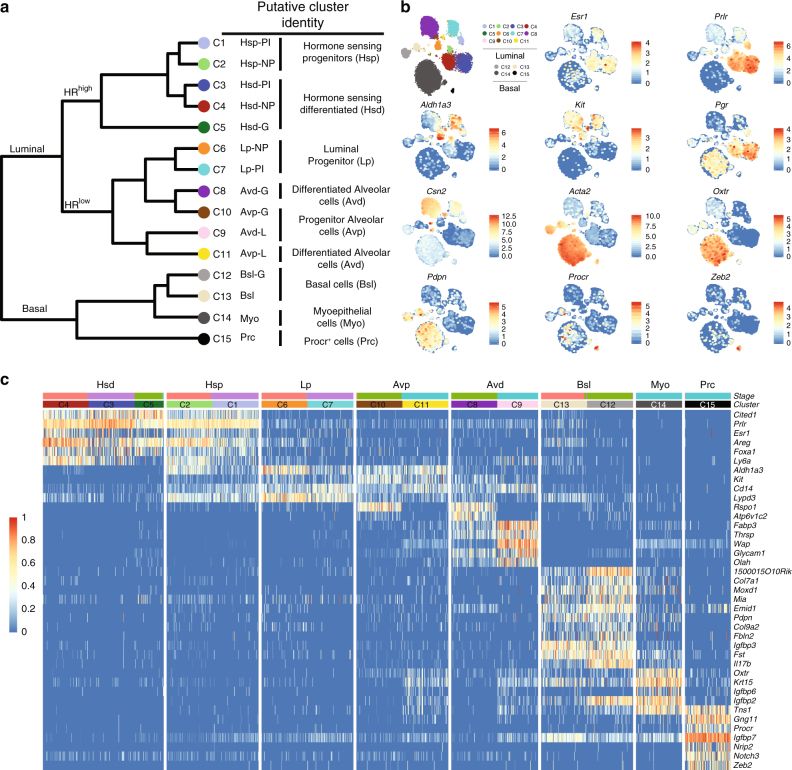
Putative identities of mammary epithelial cell clusters. **a** Dendrogram of clusters based on the log-transformed mean expression values of the 15 clusters. The tree was computed based on Spearman’s rank correlation with Ward linkage. **b** t-SNEs with overlaid expression of cluster-specific genes. **c** Heatmap highlighting key marker genes that were used to infer putative identities. Colour scale represents log-transformed and normalised counts scaled to a maximum of 1 per row. Upper bars represent the cluster assignment and stages for the individual cells. For visualisation purposes only 100 randomly selected cells were shown for large clusters

**Table 1:** Summary of mammary epithelial cell clusters

Cluster	Key genes	Number of cells captured								Putative identity	Name
		NP1	NP2	G1	G2	L1	L2	PI1	PI2		
C1	*Esr1*, *Prlr*, *Pgr*, *S100a6*, *Cited1*, *Aldh1a3*, *Cd14 and Kit*	1	0	0	0	0	0	107	385	Hormone sensing progenitors	Hsp-PI
C2		265	169	0	0	0	0	5	2		Hsp-NP
C3	*Esr1*, *Prlr*, *Pgr*, *S100a6 and Cited1*	12	5	0	0	0	0	412	2487	Hormone sensing differentiated	Hsd-PI
C4		971	1212	0	0	0	1	40	88		Hsd-NP
C5		0	0	20	41	2	0	0	0		Hsd-G
C6	*Aldh1a3*, *Cd14 and Kit*	372	316	2	3	0	2	22	9	Luminal progenitor	Lp-NP
C7		0	1	0	0	0	0	824	1102		Lp-PI
C8	*Wap*, *Csn2*, *Glycam1 and Lalba*	0	0	1926	1818	1	1	0	1	Alveolar differentiated cells	Avd-G
C9		0	0	0	0	42	47	0	0		Avd-L
C10	*Wap*, *Csn2*, *Glycam1*, *Lalba*, *Aldh1a3*, *Cd14 and Kit*	2	1	89	126	3	2	0	1	Alveoloar progenitor cells	Avp-G
C11		0	0	0	0	142	89	0	0		Avp-L
C12	*Krt4*, *Krt14*, *Pdpn*, *Etv5 and Acta2*	504	282	2	10	1	1	27	53	Basal cells	Bsl-G
C13		0	1	525	594	1	0	0	5		Bsl
C14	*Oxtr*, *Acta2*, *Krt4 andKrt14*	0	0	1	0	4637	3104	1	1	Myoepithelial cells	Myo
C15	*Procr*, *Igfbp4*, *Gng11 and Zeb2*	0	1	0	0	205	57	2	0	Procr + basal cells	Prc

Overview of the different clusters including number of cells captured for each time-point and key genes that were used to infer their identities

In the luminal compartment, we found two larger subgroups (Fig. 2a). 

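Transcripts of the progesterone, oestrogen and prolactin receptors were concentrated in C1 to C5. *Pgr*, the progesterone receptor, lay between 85.6 ± 22.2 CPM (C1) and 171 ± 46.1 CPM (C3) in these clusters, and at 4.02 CPM in C6, 3.28 CPM in C7 and 1.09 CPM in C8. *Prlr*, the prolactin receptor, reached 2806 ± 386 CPM in C3, 2251 ± 36.6 CPM in C4 and 936 ± 176 CPM in C5, against 85.5 CPM in C6 and 33.4 CPM in C10. *Esr1*, the oestrogen receptor α, was highest in C4 (85.6 ± 7.57 CPM) and lowest of the 5 clusters in C1 (34.2 ± 3.32 CPM); C7 held 14.6 ± 0.887 CPM and C6 5.88 CPM. The clusters were defined on these same transcript counts, so the marker differences between them are descriptions of the clusters and not independent tests.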

C1–C5 showed characteristics of hormone-sensing cells (Hs) such as high expression levels of hormone receptors (*Pgr*, *Esr1*, *Prlr*) (Fig. 2b, c). Of the putative Hs cells, we noted that C1/C2 expressed progenitor markers (e.g. *Aldh1a3*, *Cd14*, *Kit*)^18^, suggesting restricted progenitor function (Hsp) (Fig. 2b, c), whereas C3/4/5 showed a more differentiated state (Hsd) (Fig. 2b, c; Table 1). 

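C1 and C2 carried more of 3 progenitor transcripts than C3 and C4. *Aldh1a3*, which encodes a retinaldehyde dehydrogenase, was at 645 ± 130 CPM in C2 and 198 ± 95.6 CPM in C1, against 27.2 ± 17.2 CPM in C4 and 0.911 CPM in C3. *Cd14*, the lipopolysaccharide co-receptor, was at 354 ± 118 CPM in C1 and 96.6 ± 14.0 CPM in C2, against 28.4 CPM in C3 and 30.4 CPM in C4. The receptor tyrosine kinase *Kit* was at 29.3 CPM in C2 and 26.7 ± 7.02 CPM in C1, against 1.57 CPM in C4 and 1.09 CPM in C3. C1 counted 107 and 385 cells in the 2 PI mice, and C2 265 and 169 cells in the NP mice. The median C1 cell held 12289 UMIs, against 6019 in C7 and 5805 in C3. The median C2 cell held 16399, against 7206 in C6 and 10012 in C4. Doublets of a luminal progenitor and a differentiated cell could give such values in C1 and C2, and were not tested for. C5 rested on 20 and 41 cells in the 2 G mice, too few for a firm level.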

The second subgroup within the luminal compartment (C6–C11) expressed only low levels of hormone receptors. 

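Within C6 to C11 the hormone receptors stayed low in every cluster. *Prlr* was at 82.3 CPM in C7, 56.8 CPM in C8 and 47.5 CPM in C11. *Pgr* was at 1.77 CPM in C10. *Esr1* was at 8.54 CPM in C8 and 2.40 CPM in C10.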

C6/7 expressed high levels of progenitor markers, which is consistent with a luminal progenitor (Lp) phenotype (Fig. 2b, c). In contrast, C8–C11 expressed milk proteins (e.g. *Wap*, *Csn2*), and were exclusively composed of cells from gestation and lactation, supporting the hypothesis that these are secretory alveolar cells (Av) (Fig. 2b, c; Table 1). 

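C6 and C7 shared high progenitor transcripts at different levels. *Aldh1a3* was highest of all clusters in C6, at 1897 ± 195 CPM, and stood at 341 ± 77.0 CPM in C7. *Cd14* was the other way round, with 728 ± 221 CPM in C7 and 286 ± 7.91 CPM in C6. *Kit* was at 71.2 ± 10.7 CPM in C6 and 49.0 ± 9.20 CPM in C7, and *Elf5*, a transcription factor of the alveolar lineage, at 65.4 ± 16.1 and 165 CPM. *Aldh1a3* lies on chromosome 7 of GRCm38 from 66390890 to 66427517. C6 held 372 and 316 cells in the NP mice, and C7 824 and 1101 cells in the PI mice.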

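Milk protein transcripts were spread unevenly over the 4 alveolar clusters. *Csn2*, which encodes β-casein, was at 88550 ± 11820 CPM in C9, 25680 ± 7634 CPM in C8, 23060 ± 3743 CPM in C11 and 896 ± 413 CPM in C10. *Wap*, the whey acidic protein, was at 96860 ± 7227 CPM in C9, but at 461 ± 311 CPM in C11, 249 ± 228 CPM in C8 and 2.30 CPM in C10. *Glycam1*, a mucin of the milk, differed strongly between mice, with 16720 ± 17200 CPM in C9 and 4081 ± 2334 CPM in C8. Basal cells of the same glands, which do not make milk, also held *Csn2*, at 494 CPM in C13 and 327 CPM in C14, so free milk RNA was present in the G and L libraries. *Wap* in C11 (241.4 and 680.7 CPM) was near that in C14 of the same mice (322.6 and 392.3 CPM). In C10 it was near that in C13. *Wap* in C10 and C11 is therefore not read as expression. *Csn2* in C10 (1188 and 604.5 CPM) lay above C13 (634.7 and 353.7 CPM), and part of it may be free RNA. C10 took 98.2% of its 224 cells from G and L mice, and 3 of them came from NP and 1 from a PI mouse.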

Of the putative alveolar cells, we noted that C10/C11 expressed genes associated with a restricted alveolar progenitor function (Avp), whereas C8/C9 appeared to be in a more differentiated alveolar state (Avd) (Fig. 2b, c).

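*Kit* and *Aldh1a3* were higher in C10 and C11 than in C8 and C9, and *Elf5* was lower in C10 than in C8. *Kit* was highest of all clusters in C10, at 219 ± 19.0 CPM, with 116 CPM in C11, 76.4 CPM in C8 and 27.25 CPM in C9. *Aldh1a3* was at 777 ± 270 CPM in C11, 423 ± 62.6 CPM in C10, 33.0 CPM in C8 and 40.05 ± 47.11 CPM in C9. In CPM, *Elf5* was highest in C11, at 682 ± 63.6, followed by C9 (475 ± 9.19), C8 (456 ± 55.5) and C10 (232 ± 34.3). Milk protein genes took 447500 and 417200 CPM in C9 of the 2 L mice, against 72150 and 59200 CPM in C11. This lowers the CPM of all other genes in C9, so the order of C11 and C9 in *Elf5* is not firm. *Lalba*, the α-lactalbumin of lactose synthesis, was at 2657 ± 702 CPM in C9 against 393 ± 64.0 CPM in C11. The lactation clusters were small, with 42 and 47 cells of C9 and 142 and 89 cells of C11 in the 2 L mice.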

In the basal compartment we found that cells from C14 showed characteristics of myoepithelial cells such as high levels of *Acta2*, *Oxtr* and *Krt15* (Fig. 2b, c). In addition, the basal compartment also contained a cluster of cells, C15, that expressed high levels of *Procr*, *Gng11* and *Zeb2* suggesting that these represent the previously identified Procr^+^ basal cells, which have been shown to be enriched for mammary repopulating units^19^ (Fig. 2b, c).

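*Acta2*, *Oxtr* and *Krt15* were highest in C14 among C1 to C15. *Acta2* was at 24680 ± 2680 CPM in C14, 12380 ± 2570 CPM in C13, 7944 ± 804 CPM in C15 and 5462 ± 149 CPM in C12. *Oxtr*, the oxytocin receptor, was at 708 ± 50.6 CPM in C14 against 68.8 ± 8.58 CPM in C13 and 62.5 ± 14.5 CPM in C12. *Krt15*, a keratin of basal cells, was at 1578 ± 88.8 CPM in C14, 538 ± 87.2 CPM in C12 and 258 CPM in C13. An *Oxtr* UMI was found in 84.3% and 84.5% of C14 cells in the 2 L mice, at medians of 3701 and 4148 UMIs per cell. In the other cell types of the same mice (C9, C11 and C17 to C19) it was found in 7.85% to 42.9% of cells, at medians of 3378 to 16271 UMIs. With each cell thinned to 1000 UMIs the shares were 47.6% and 44.3% in C14 and 0% to 11.8% in those cell types.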

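C15 stood apart from the other clusters of C1 to C15, each at its main stage, in its 3 marker genes. *Procr*, the protein C receptor, was at 635 ± 103 CPM in C15, and the next clusters were C12 with 15.7 CPM and C14 with 13.9 CPM, while the 27 and 53 C12 cells of the PI mice had 240 ± 130 CPM. *Gng11*, a G protein subunit, was at 957 ± 69.5 CPM in C15 and 71.5 CPM in C14, and the transcription factor *Zeb2* at 346 ± 73.4 and 6.13 CPM. *Procr* lies on chromosome 2 of GRCm38 from 155751117 to 155755471. A *Procr* UMI was found in 66.3% and 77.2% of C15 cells of the 2 L mice, at medians of 2895 and 3683 UMIs. In the same mice it was found in 0% to 2.82% of the luminal cells of C9 and C11, at medians of 6691 to 16271 UMIs, but in 14.6% to 54.9% of the cells of C17 to C19, which lie outside C1 to C15. C19 had *Procr* at 393 ± 225 CPM and *Gng11* at 1119 ± 19.6 CPM in these mice, and *Zeb2* was at 249 ± 65.7 CPM in C17. C15 came to 205 and 57 cells in the L mice.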

### Reconstruction of the luminal differentiation hierarchy

We focused on cells from the NP and G time points to investigate mammary epithelial differentiation states of the gland. These differentiation states and the transitions between them can be computationally reconstructed using diffusion maps^20^. Briefly, the method embeds the data in a low-dimensional space, where distances between cells represent the progression through a gradual but stochastic process such as differentiation. 

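Luminal and basal cells of NP and G mice had almost no neighbours in common. With each cell linked to its 15 nearest cells over 194 highly variable genes, 9 of 7352 luminal cells (0.122%) had a basal cell among their neighbours, and 51 of 1920 basal cells (2.66%) had a luminal one. The basal cells with luminal neighbours were those of the nulliparous gland, with 5.95% and 6.34% in the NP mice against 0.189% and 0.331% in the G mice. Basal cells of the NP mice as a whole also had more luminal keratin than those of the G mice. The share of *Krt8* and *Krt18* UMIs among the luminal and basal keratin UMIs of a cell had a median of 0.342 and 0.312 in basal cells of the NP mice and of 0.167 in both G mice. It lay between 0.25 and 0.75 in 67.3% and 56.6% of basal NP cells, and in 0 of 1623 and 0 of 1704 luminal NP cells. The authors called the clusters on the same transcripts and removed a cluster of doublets, both before this step.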

In diffusion maps constructed from all epithelial cells, we observed a clear segregation between the luminal and basal clusters, with virtually no transition states between the two (Fig. 3a). This supports the hypothesis that during normal tissue homoeostasis the two lineages are largely self-maintained, which is in agreement with the majority of lineage tracing studies^21–23^. In contrast, the luminal compartment showed a distinct structure, with gradual transitions between different clusters and cells originating from a common origin (Fig. 3b). 

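In the luminal cells of NP and G mice, 1 arm ran from C6 through C10 to C8 and another from C6 through C2 to C4. Doublets of a C6 and a C4 cell could also lie between these clusters, and C2 was not tested for them. Nearest neighbours of C2 cells were C2 (85.4%), C4 (13.6%) and C6 (0.78%). Those of C10 cells were C10 (71.5%), C8 (27.95%) and C6 (0.49%), and those of C6 cells were C6 (96.0%), C10 (2.13%) and C2 (1.54%). The diffusion map was computed from 155 highly variable genes in 7352 cells. It was rooted at the extreme cell of C6 (an NP cell), and the tips lay in C8 (a G cell) and C4 (an NP cell). The hormone-sensing arm held 2920 cells and the secretory arm 4431. C6 was split, with 32.0% of its cells on the hormone-sensing arm and 67.8% on the secretory arm. Stage and position run together here. The first of 10 bins of equal size on the secretory arm was made up of NP cells alone, and the last 8 bins of G cells alone. On the hormone-sensing arm 19.8% of the cells of the first bin came from G mice (58 of 293), so levels in that bin mix the 2 stages.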

We confirmed the robustness of this bifurcation by verifying that it was present when different methods of feature selection, algorithms for trajectory inference and down-sampling were employed (Supplementary Fig. 5).

**Fig. 3:**
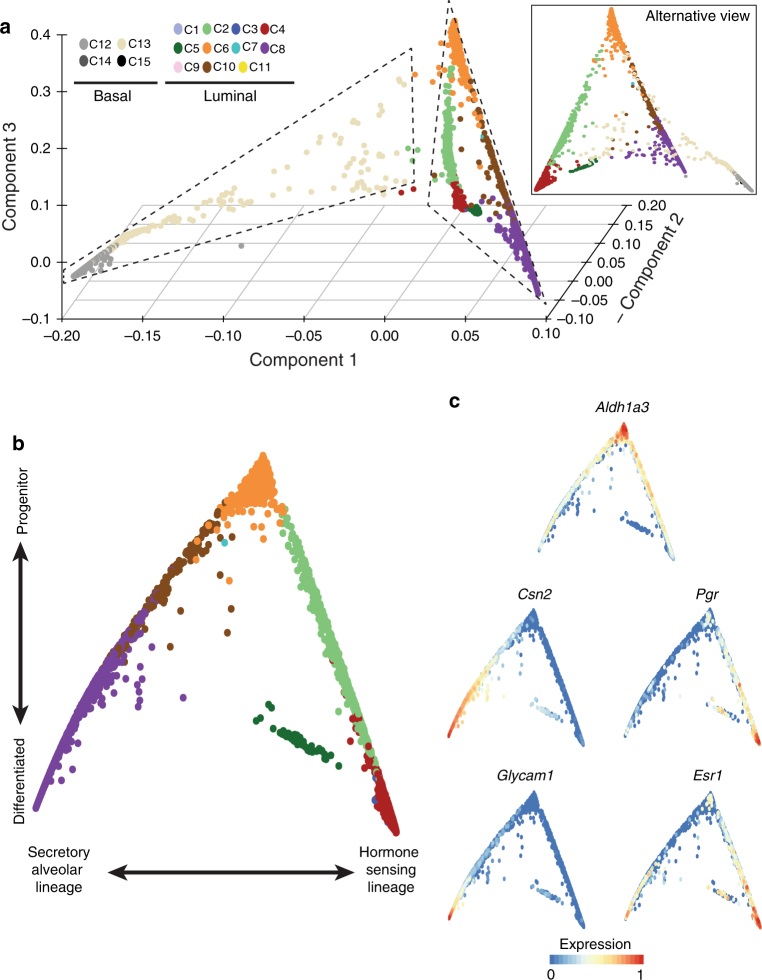
Computational reconstruction of differentiation processes in the mammary gland. **a** Diffusion map of epithelial cells from the NP and G time points, showing the first three diffusion components. **b** Differentiation trajectory of the luminal compartment based on the first two diffusion components. **c** Same plot as in **b**, coloured by the normalised and scaled expression values of various genes

We found the expression of the progenitor marker *Aldh1a3* gradually decreased as cells progressed away from their common origin (Fig. 3c), which was largely composed of cells from C6 (Lp). 

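*Aldh1a3* fell along both arms. Its mean log2-transformed normalised count dropped from 3.76 in the first bin to 0.033 in the last bin of the secretory arm, and from 3.47 to 0.121 on the hormone-sensing arm. The direction was the same in all 4 NP and G mice on the secretory arm and in both NP mice on the hormone-sensing arm. C6 lay at the start of both arms, with a median pseudotime of 0.0497 on the secretory and 0.0445 on the hormone-sensing arm, on a scale from 0 to 1. On the hormone-sensing arm the differentiated cells of C5, from G mice, came before the progenitors of C2. Their median was 0.581, against 0.797 for C2 and 0.989 for C4. The arm was otherwise made up mostly of NP cells, and 97.81% of the neighbours of C5 cells were C5 cells. Stage and order therefore cannot be told apart for C5.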

We further noted that the left arm of the differentiation trajectory terminates at C8 (Avd) and shows increasing expression of *Csn2* and *Glycam1* (Fig. 3c), consistent with a secretory phenotype. 

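The secretory arm was made up of C8 (84.5%), C6 (10.6%) and C10 (4.9%). *Csn2* rose along it from 0.006 to 9.26 in mean log2 normalised count, and did so in 4 of 4 mice. *Glycam1* reached 7.47 in the last bin and rose in 2 of 4 mice. *Csn2* lies on chromosome 5 of GRCm38 from 87692624 to 87699630.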

In between C6 and C8, we found cells that were mainly derived from C10 (Avp, Fig. 3b). 

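C10 cells had a median pseudotime of 0.581 on the secretory arm, between C6 and the 0.845 of C8. The step from C10 to C8 within the 2 G mice was marked by milk and lipid genes. All 8 milk protein genes were higher in C8 (8 when adjusted over the list alone), as were 17 of 20 genes of milk fat synthesis and secretion, with none lower. *Csn1s2a*, an αS2-casein, was higher by a log2 fold change of 6.80 and *Lalba* by 5.10 (adjusted p = 5.5e-22, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Scd1*, a fatty acid desaturase, was higher by 2.21 (adjusted p = 1.4e-112, from the same test) and *Xdh*, which coats milk fat droplets, by 1.70 (adjusted p = 1.5e-25, from the same test). With the correlation between genes estimated, camera gave p = 0.0232 for the milk proteins and p = 0.0500 for the milk fat genes, which did not pass after adjustment over the lists tested (0.464 and 0.472). Of 11 progenitor genes, 7 were lower in C8, 2 higher and 2 not past the test (camera p = 0.116 with estimated correlation). *Aldh1a3* fell by 3.59 (adjusted p = 1.8e-296) and *Kit* by 1.41 (adjusted p = 2.8e-45), both from edgeR's test. C8 and C10 were defined on these same counts, and the paper lists *Aldh1a3* and *Kit* among key genes of C10. These falls therefore describe the clusters and are not independent tests. The paired fit has 1 residual degree of freedom, and edgeR set each gene's variance to the common trend. Its p-values thus take the spread between mice from other genes. In total 3367 of 11930 genes passed, 1722 of them higher in C8, from sums of 1307070 to 26454518 UMIs. The count was 1122 with DESeq2, 1982 with sums thinned to equal UMIs, 2125 without the mouse in the fit and 323 with glmTreat at the paper's thresholds. Of 13 genes of dissociation stress, 10 were lower in C8 (camera p = 0.256 with estimated correlation), and 7 of 9 mitochondrial transcripts were higher (camera p = 0.283 with estimated correlation). Of 8 basal genes 4 were lower and none higher, and of 6 immune cell markers 3 were higher and 1 lower.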

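Between the luminal progenitors of C6 and the differentiated cells of C4, taken from the same 2 NP mice, 14 of 15 genes of hormone receptors and their targets were higher in C4 and 1 was lower. *Pgr* was higher by a log2 fold change of 5.22 (standard error 0.20), from 3.93 to 153 normalised CPM, with an adjusted p = 2.4e-146 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Esr1* was higher by 3.93 (standard error 0.19, adjusted p = 3.1e-88, from the same test) and the transcription factor *Foxa1*, which opens chromatin for the oestrogen receptor, by 2.71 (adjusted p = 4.3e-68). *Areg*, an epidermal growth factor ligand induced by oestrogen, was higher by 4.43 (adjusted p = 2.1e-198) and *Wnt4*, a progesterone target, by 3.10 (adjusted p = 5.0e-85), from the same test. With estimated correlation between genes, camera gave p = 0.104 for the list. All 11 progenitor genes were lower in C4 (camera p = 0.146 with estimated correlation). *Kit* fell by 5.47 (adjusted p = 9.4e-159) and *Elf5* by 4.47 (adjusted p = 2.0e-124), both from edgeR's test. In the same fit 8 of 13 genes of dissociation stress were lower and 2 higher in C4 (camera p = 0.572 with estimated correlation), and 6 of 10 mitochondrial transcripts were higher (camera p = 0.622 with estimated correlation). Markers of other cell types also moved, with 5 of 7 fibroblast markers (median log2 fold change -2.36, camera p = 0.592 with estimated correlation) and 5 of 7 basal genes (camera p = 0.495 with estimated correlation) lower in C4 and none higher. Of 11597 genes, 7083 passed, 3648 of them higher in C4 (3753 passed with DESeq2 and 1941 with glmTreat at the paper's thresholds). C6 and C4 were defined on these same counts, so the differences describe the clusters. This paired fit has 1 residual degree of freedom, and edgeR set each gene's variance to the common trend. The p-values therefore take the spread of the 2 mice from other genes.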

On the right arm of the differentiation trajectory, cells from C6 transitioned to C2 and C4/5 (Hsp and Hsd), during which the expression of *Esr1* and *Pgr* increased suggesting that this branch represents differentiation towards hormone-sensing luminal cells (Fig. 3c).

Being confident that the diffusion map recapitulates the luminal differentiation process, we then computationally inferred the two branches and ordered the cells according to their progression through ‘pseudotime’^24^ (see Methods for further explanation) (Fig. 4a). This allows us to identify genes whose expression changes during the process of differentiation. We found 456 genes that showed a pseudotime-dependent expression with the same directionality along both differentiation trajectories (see Methods for definition, Supplementary Data 16). These included genes associated with known progenitor characteristics such as *Aldh1a3* and *Tspan8* ^25^ as well as transcription factors that have not previously been associated with luminal differentiation such as *Creb5*, *Hmga1* and *Fosl1* (Fig. 4b). 

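Genes of the deposited pseudotime table kept their direction when the arms were rebuilt from the counts. Of the 456 genes of Supplementary Data 16, 454 could be compared, and 440 (96.9%) moved the same way along the hormone-sensing arm and 435 (95.8%) along the secretory arm. In single mice, 97.4% to 98.5% of directions were the same on the hormone-sensing arm and 76.2% to 83.5% on the secretory arm. The authors chose these genes on the same cells, so the shares describe the ordering and are not independent evidence of a direction.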

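Of the compared genes of Supplementary Data 16 the paper has 187 increasing, and the 4 followed here were highest near the origin and lower at the tips. *Tspan8*, a tetraspanin of the cell surface, went from 0.669 to 0.061 on the hormone-sensing arm and from 1.04 to 0.227 on the secretory arm, in mean log2 normalised count of the first and last bins. *Hmga1*, a chromatin protein, went from 0.976 to 0.278 and from 0.732 to 0.079. *Fosl1*, a subunit of the AP-1 transcription factor, went from 1.31 to 0.069 and from 1.12 to 0.181. *Creb5*, a transcription factor of the CREB family, went from 1.03 to 0.294 on the hormone-sensing arm. On the secretory arm it rose to 1.67 in bin 2 before it fell from there to 0.667. All 4 fell in both NP mice on the hormone-sensing arm. *Tspan8* fell in 2 of 4 mice on the secretory arm.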

*Hmga1* is a known chromatin remodeller with reprogramming activity that has been implicated in basal-like breast cancer^26, 27^. In addition, we identified 1005 genes with branch-specific expression patterns. 

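Of the genes of Supplementary Data 17, 470 had a direction on the hormone-sensing arm that could be compared, and 461 (98.1%) moved the same way in the rebuilt order. On the secretory arm 544 of 605 (89.9%) did. Within single mice, 70.9% to 72.9% of these genes did so on the secretory arm, where stage and position run together. *Csn3*, κ-casein, is a gene of the secretory arm and rose there from 2.97 to 6.62, in 2 of 4 mice when taken singly, and it was lower in C4 than in C6 by a log2 fold change of -6.44.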

We then clustered the gene expression trend on each of the two branches and identified sets of genes that change over pseudotime (Fig. 4e, f, Supplementary Data 17, Supplementary Fig. 6). On the alveolar branch, we found two clusters of genes that increase in expression during differentiation, one that is switched on early and another that is activated later in the final stages of differentiation. 

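Milk and lipid genes passed the midpoint of their rise in different bins of the secretory arm, and no test of separate groups was made. *Csn2*, *Csn1s1*, *Elf5* and *Dbi* passed it in bin 3 of 10, and *Csn1s2a* and *Lpl* in bin 4. *Btn1a1*, a protein of the milk fat droplet, passed it in bin 5, *Lipa*, *Cd36* and *Csn3* in bin 6, *Glycam1* and *Olah* in bin 7, *Lalba* in bin 8 and *Wap* in bin 10. The midpoint lies between the lowest and the highest bin of the gene, and bins from the third onwards hold G cells, so the order of these genes is an order among cells of gestation.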

The early cluster is enriched for genes involved in fatty-acid oxidation and lipid biosynthetic processes (e.g. *Lipa*, *Dbi* and *Lpl*, Fig. 4f). 

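*Dbi*, which binds acyl-CoA esters, rose from 3.35 to 5.73 in mean log2 normalised count on the secretory arm, in 4 of 4 mice. *Lpl*, lipoprotein lipase, rose from 0.019 to 2.32, and *Lipa*, lysosomal acid lipase, from 0.141 to 1.57, each in 3 of 4 mice. Between C10 and C8, *Lpl* was higher by a log2 fold change of 3.25, *Lipa* by 2.59 and *Dbi* by 1.14, with adjusted p-values of 5.0e-115, 3.2e-59 and 4.0e-115 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the difference had the same sign in both G mice.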

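*Cd36*, a transporter of fatty acids, rose from 0.020 to 2.58 on the secretory arm in 3 of 4 mice, and *Olah*, the thioesterase that releases medium-chain fatty acids in the gland, from 0.019 to 1.60 in 4 of 4. In C8, *Cd36* reached 213 normalised CPM against 8.42 in C10, a log2 fold change of 4.66 (adjusted p = 1.4e-144, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Olah* was higher by 4.77 (adjusted p = 2.8e-87) and *Thrsp*, a regulator of lipid synthesis, by 6.14 (adjusted p = 1.0e-232), from the same test.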

The second, smaller group of genes that is switched on during the late stages of differentiation was enriched for genes involved in fatty-acid transport and lipid homoeostasis (e.g. *Olah*, *Cd36*, Fig. 4f). 

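Along the secretory arm the caseins *Csn1s1* (αS1-casein) and *Csn1s2a* climbed before *Glycam1*, *Lalba* and *Wap*. In mean log2 normalised count, *Csn1s1* rose from 0.073 to 8.08 and *Csn1s2a* from 0.032 to 9.82, each in 3 of 4 mice. *Wap* rose from 0.004 to 3.32 in 2 of 4 mice, and *Lalba* from 0.065 to 0.476 in 4 of 4. *Csn3* did not share the early timing of *Csn2*, *Csn1s1* and *Csn1s2a*, since its midpoint fell with *Cd36* and *Lipa*. The casein *Csn1s2b*, at a low level (0.016 to 0.285), passed its midpoint later still, in bin 8. Free milk RNA in the G libraries adds to the low values of the early bins that hold G cells.

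**Figure D1:**
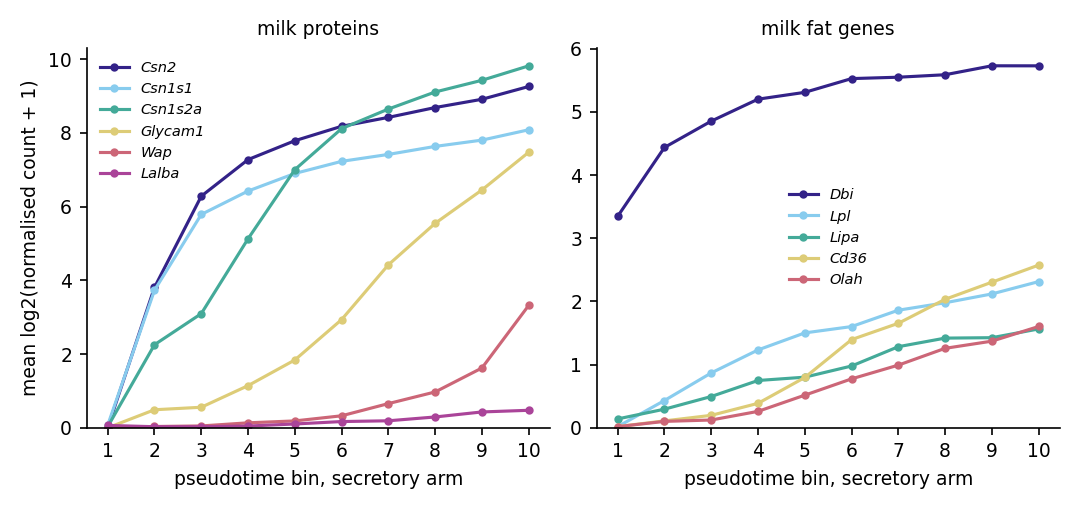
Mean log2(normalised count + 1) of milk protein and lipid genes over the 10 pseudotime bins of the secretory arm, with caseins and other milk proteins in 1 panel and lipid genes in the other. *Csn1s2a* ends highest at 9.82 and *Wap* rises last, to 3.32.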

Of note, milk genes vary in their time of activation, with caseins switched on earlier during differentiation, whereas *Wap*, *Glycam1* and *Lalba* were only expressed in the final stages. 

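Along the secretory arm *Cenpa*, a histone of the centromere, went from 0.029 in the first bin to 0.872 in bin 6 and 0.518 in the last, and *Aurka*, a mitotic kinase, from 0.008 to 0.239 in bin 9 and 0.201 in the last, with a rising slope in 3 of 4 mice for *Cenpa* and 2 of 4 for *Aurka*. *Cdk6*, a kinase of the G1 phase, peaked early, with 0.185 in the first bin, 0.461 in bin 2 and 0.173 in the last. Between C10 and C8, 9 of 15 genes of cell division were higher in C8 and none was lower (camera p = 0.403 with estimated correlation). *Cdc20* was higher by a log2 fold change of 1.09 (adjusted p = 8.8e-15) and *Cenpa* by 0.98 (adjusted p = 2.0e-14), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Cdk6* was lower by -0.93 (adjusted p = 5.8e-09, from the same test). *Aurka* was higher by 1.04 (adjusted p = 0.00051), a call that was lost with DESeq2 (adjusted p = 0.116). *Areg* went from 0.979 in the first bin to 0.072 in the last. *Vdr*, the vitamin D receptor, was at 0.507 in the first bin and 0.557 in the last, and differed between C8 and C10 by 0.01 (adjusted p = 0.980, from edgeR's test). A bin between the ends was lower, so these values do not exclude an early fall of *Vdr*.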

Genes involved in cell division and translation show a transient phase of upregulation during the alveolar differentiation process (e.g. *Aurka*, *Cenpa*, *Cdk6*), whereas genes regulating cell shape and morphogenesis of a branching epithelium are repressed early on (e.g. *Vdr* and *Areg*). During the process of differentiation towards hormone-sensing luminal cells, we identified two broad clusters of genes that gradually increase or decrease their expression. 

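Along the hormone-sensing arm *Prlr* rose from 1.43 to 4.79, *Pgr* from 0.25 to 1.26, *Areg* from 1.73 to 5.13 and *Msx2*, a homeobox transcription factor, from 0.138 to 0.621, in mean log2 normalised count. *Esr1* rose from 0.185 to 0.953 in bin 7 and stood at 0.744 in the last bin. Each rose in both NP mice. *Vdr* was at 0.337 in the first bin and 0.185 in the last. In C4 against C6 it fell by 1.56 on the log2 scale (standard error 0.15), from 49.6 to 17.4 normalised CPM (adjusted p = 1.5e-24, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Msx2* was higher in C4 by 4.83 (adjusted p = 1.1e-86, from the same test). *Vdr* lies on chromosome 15 of GRCm38 from 97854425 to 97910630, and *Esr1* on chromosome 10 from 4611593 to 5005614.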

Genes with increasing expression are involved in hormone metabolic processes and the regulation of morphogenesis of an epithelium (e.g. *Vdr*, *Esr1*, *Pgr* and *Msx2*). Amongst the branch-specific transcription factors we found, for example, *Runx1*, *Tox2* and *Bhlhe41* (also known as *Sharp1*) to be transcribed during differentiation towards the hormone-sensing lineage (Fig. 4c) and *Elf5*, *Foxs1* and *Ehf* in the secretory lineage (Fig. 4d). 

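On the hormone-sensing arm *Tox2* rose from 0.119 to 0.740, *Bhlhe41* from 1.22 to 1.88 and *Runx1* from 1.68 to 2.23, in mean log2 normalised count and in both NP mice. On the secretory arm *Bhlhe41* went from 1.01 to 0.039, in 2 of 4 mice when taken singly, and *Runx1* from 1.85 to 0.513, in 3 of 4. Between C6 and C4, *Tox2* was higher in C4 by a log2 fold change of 2.66 (adjusted p = 9.7e-52), *Bhlhe41* by 1.17 (adjusted p = 2.8e-21) and *Runx1* by 0.50 (adjusted p = 4.8e-05), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. On the secretory arm *Foxs1* rose from 0.022 to 0.574, in 3 of 4 mice, and it was higher in C8 than in C10 by 1.33 (adjusted p = 6.4e-10, from the same test). *Ehf*, an ETS transcription factor, went from 1.06 to 2.75 in bin 3 and 2.17 in the last bin, with a rising slope in 2 of 4 mice, and was not shown to differ between C8 and C10 (log2 fold change -0.06, adjusted p = 0.567).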

*Runx1* is a known repressor of *Elf5* and its deletion has been shown to be deleterious for ductal morphogenesis^28^. The expression of the known progenitor master regulator *Elf5* ^29, 30^ is maintained and further increased during secretory differentiation suggesting that its transcriptional level is fine-tuned in luminal progenitors (Fig. 4d).

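*Elf5* was present in luminal progenitors and rose along the secretory arm from 0.611 to 3.06 in mean log2 normalised count, in 4 of 4 mice. It was higher in C8 than in C10 by a log2 fold change of 1.10 (adjusted p = 1.7e-38, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Elf5* was at 24.0 CPM in C2 and 2.81 CPM in C4.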

**Fig. 4:**
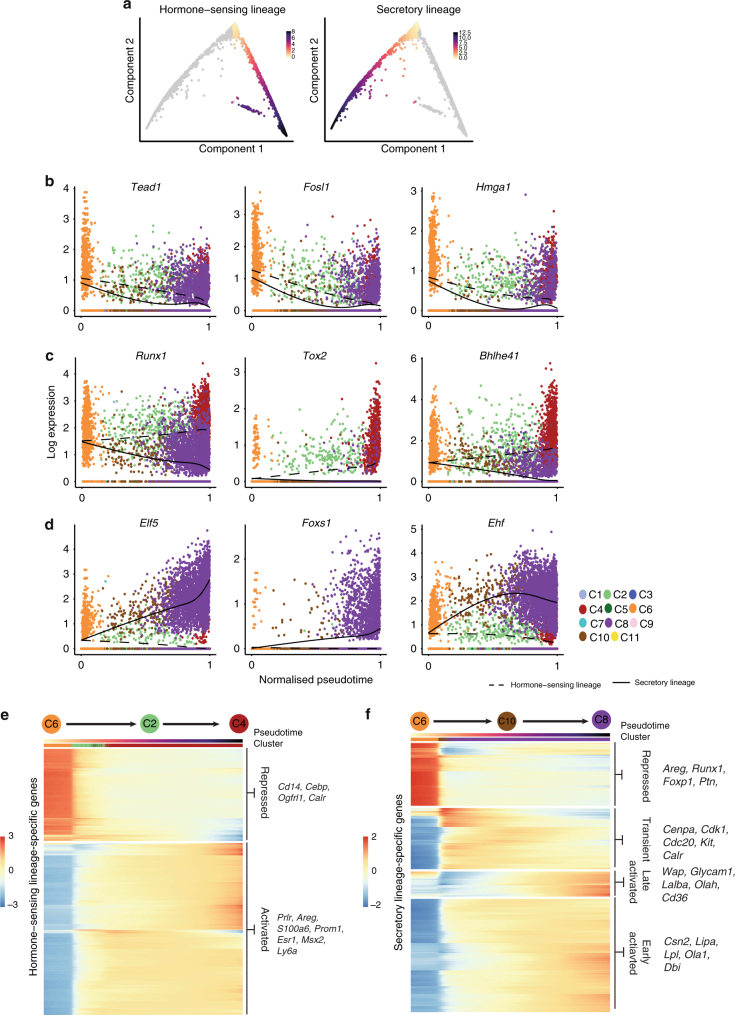
Pseudotime ordering identifies genes associated with luminal differentiation. **a** Definition of the hormone-sensing and secretory differentiation branch. Cells are coloured by their progression through pseudotime, where low values represent undifferentiated cells. **b**–**d** Examples of transcription factors with pseudotime-dependent expression with the same overall trend on both branches (**b**) or branch specific trends (**c**, **d**). **e**, **f** Heatmap of all genes with branch-specific, pseudotime-dependent expression for the hormone-sensing lineage (**e**) or the secretory lineage (**f**). Pseudotime and the cluster assignment are annotated above the heatmap. The values in the heatmap represent z-scaled, spline-smoothed expression values. Genes in the heatmaps were clustered using hierarchical clustering with a dynamic tree cut

### Parity primes luminal progenitors towards the alveolar fate

Our data illustrate how the cellular composition of the gland changes during the pregnancy cycle. 

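Hormone-sensing cells made up most of the luminal compartment in nulliparous mice and alveolar cells in gestation. Of the luminal cells in NP mice, C4 took 65.5%, C6 20.7% and C2 13.1%, and in G mice C8 took 93.0% and C10 5.35%. In L mice C11 took 68.7% and C9 27.6%. In PI mice C3 took 45.1%, C7 42.7% and C1 8.52%. As shares of all epithelial cells, C4 was 53.3% ± 10.8 (SD, n = 2 mice) in NP and C8 72.6% ± 3.50 in G. The myoepithelial cluster C14 took 93.0% ± 1.30 in L, where the luminal cells were few, at 190 and 142 cells. The PI mice differed from each other, with C3 at 44.4% ± 22.3 and C7 at 41.9% ± 21.6. Dissociation and sorting can change such shares, so they describe the cells captured.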

The luminal compartment shifts from giving rise to mainly hormone sensing cells to producing alveolar, milk-producing cells during pregnancy and lactation. The basal compartment on the other hand differentiates to produce oxytocin-sensing, myoepithelial cells that enable duct contraction and milk secretion during lactation. 

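In basal cells of lactating mice (mostly C14) all 11 genes of contraction were higher than in basal cells of nulliparous mice (mostly C12), 11 also when adjusted over the list alone. *Oxtr* rose from 58.0 ± 14.9 to 762 ± 48.6 normalised CPM, a log2 fold change of 3.75 (standard error 0.18, adjusted p = 1.1e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Acta2* rose from 5073 ± 16.9 to 26590 ± 2683, a log2 fold change of 2.39 (standard error 0.13, adjusted p = 1.8e-06, from the same test). *Mylk*, the kinase that starts smooth muscle contraction, rose by 4.00 (adjusted p = 5.3e-07) and the smooth muscle myosin *Myh11* by 3.47 (adjusted p = 6.0e-07). *Krt15* rose by 1.75 (adjusted p = 7.5e-06) and *Krt14* by 1.10 (adjusted p = 6.6e-05), from the same test. Both L mice lay above both NP mice for each of these genes. With estimated correlation between genes, camera gave p = 0.0823 for the contraction list. All 13 genes of dissociation stress were higher in the same cells (camera p = 0.0363 with estimated correlation, 0.27 adjusted over the lists tested), *Fos* by 4.16 and *Atf3* by 4.85, and all 8 milk protein genes were too (camera p = 0.0148, adjusted 0.27), which basal cells do not make. Markers of other cell types were higher in L as well, with 5 of 6 pericyte markers (camera p = 0.164 with estimated correlation), 5 of 7 immune cell markers (camera p = 0.396 with estimated correlation) and 3 of 6 endothelial markers (camera p = 0.614 with estimated correlation), and none lower. Of 12653 genes, 7924 passed, 4201 of them higher in L (4067 passed with the filter of the paper and 2013 with glmTreat at the paper's thresholds), from sums of 2196765 to 21138881 UMIs. The sums hold all basal cells of C12 to C14, with 4639 and 3105 cells in the L mice, nearly all of C14, and 504 and 283 in the NP mice, nearly all of C12. The paper states that the basal compartment differentiates to oxytocin-sensing cells that enable duct contraction during lactation. *Oxtr* lies on chromosome 6 of GRCm38 from 112473683 to 112489943, and *Acta2* on chromosome 19 from 34241090 to 34255590.

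**Figure D2:**
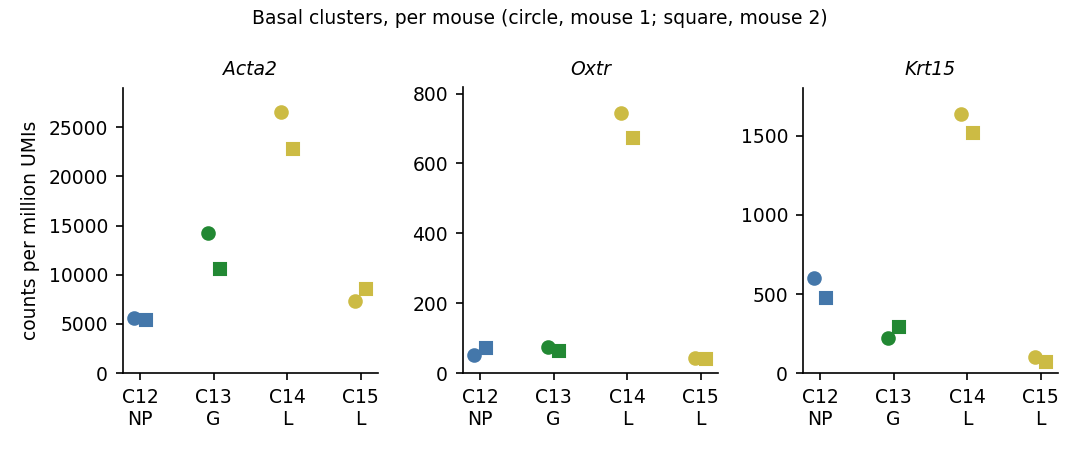
CPM of *Acta2*, *Oxtr* and *Krt15* in C12 (NP), C13 (G), C14 (L) and C15 (L), 1 point per mouse. In C14 *Oxtr* stands at a mean of 708 CPM, against 68.8 in C13 and 62.5 in C12.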

At the end of lactation, the gland then reverts back to a stage that resembles the pre-pregnancy state. However, we found that in particular the post-parous luminal compartment differs from its nulliparous counterpart (Fig. 1b, c). 

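PI and NP mice differed in every luminal cell type that could be compared. Between matched clusters, 2955 of 10744 genes passed in luminal progenitors (C7 against C6), 1524 of them higher in PI. In hormone-sensing progenitors (C1 against C2) 1734 of 10677 passed, 1008 higher, and in differentiated hormone-sensing cells (C3 against C4) 1923 of 11956 passed, 1021 higher. The test was edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With DESeq2 the counts were 1615, 807 and 1252. The cell types shared more of these genes than independent lists would. Luminal progenitors and hormone-sensing progenitors had 724 higher genes in common where independent lists would share 139.63, and 439 lower genes where they would share 90.04. Hormone-sensing progenitors and differentiated cells had 444 higher genes in common (81.36 for independent lists) and 371 lower genes (56.20). Luminal progenitors and differentiated cells shared fewer, with 346 higher genes (114.04) and 301 lower genes (103.44). The same 2 NP and 2 PI mice stand behind all 3 comparisons, so part of these overlaps may come from the mice. Doublets of a luminal progenitor and a differentiated cell in C1 or C2 could add to them and were not tested for. Both NP mice and the second PI mouse were in oestrus and the first PI mouse in dioestrus. Without the first NP mouse, 1727 genes passed in luminal progenitors and 825 in hormone-sensing progenitors, where 862 passed without the second, and without the second NP mouse 864 passed in differentiated cells.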

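With all mice, genes that passed between NP and PI were most numerous in luminal progenitors, but these counts move with cell number and depth. With the first PI mouse left out, the count was higher in differentiated cells than in luminal progenitors. The sums held 316 to 1101 cells and 2411364 to 7967835 UMIs in luminal progenitors, 107 to 385 cells and 1889401 to 5173562 UMIs in hormone-sensing progenitors, and 412 to 2487 cells and 3334145 to 15535856 UMIs in differentiated hormone-sensing cells. With 100 cells drawn per mouse and cell type, 1140 genes passed in luminal progenitors, 1352 in hormone-sensing progenitors and 545 in differentiated cells. At a log2 fold change beyond 1 and an FDR of 0.01 (glmTreat in edgeR), 252, 127 and 143 passed. The difference between cell types was also tested itself, in 1 fit with the mouse as a term. Against hormone-sensing progenitors 429 genes passed, and the change was larger in luminal progenitors for 321 of the 418 that could be compared. Against differentiated cells it was larger in luminal progenitors for 1518 of 2334. In simulated data with 4-fold changes, the test recovered 82.7% of changed genes in luminal progenitors, 87.9% in hormone-sensing progenitors and 88.9% in differentiated cells.

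**Figure D3:**
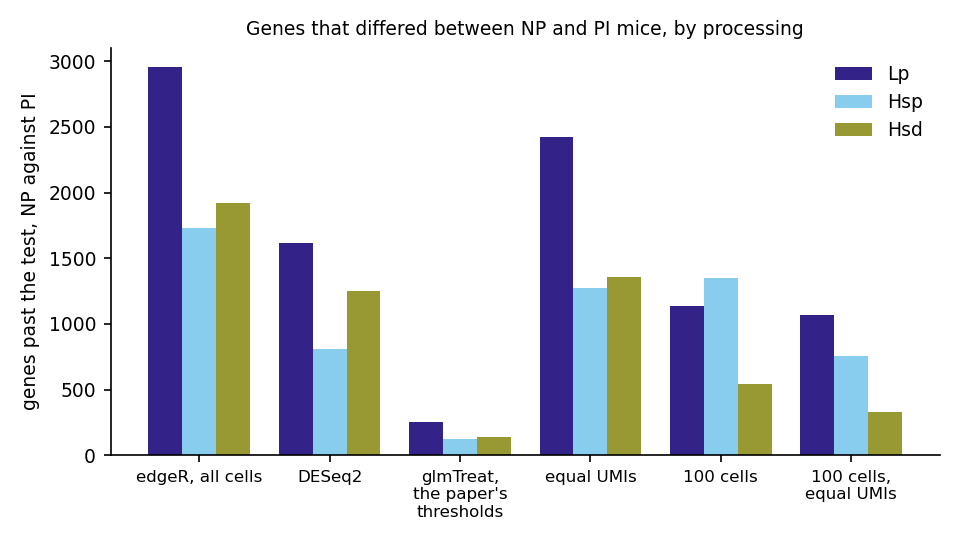
Number of genes past the test between NP and PI mice in luminal progenitors (Lp), hormone-sensing progenitors (Hsp) and differentiated hormone-sensing cells (Hsd), with 1 group of bars per setting of the analysis. With all cells the counts are 2955, 1734 and 1923, and with 100 cells per mouse and cell type 1140, 1352 and 545.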

Here the effect of parity is most pronounced for the luminal progenitor cell types (Fig. 1c), which show larger numbers of differentially expressed genes as compared to the differentiated cell types (Supplementary Fig. 7a). 

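The NP cluster C6 made up 16.7% ± 1.13 (SD, n = 2 mice) of epithelial cells in NP mice, and the luminal progenitors of PI mice (C7) differed from it in single progenitor genes, in both directions. Of 11 progenitor genes 4 were higher in C7, 3 lower and 4 not past the test (5 and 5 when adjusted over the list alone; camera p = 0.576 with estimated correlation). *Aldh1a3* was lower in C7 than in C6, by -2.39 on the log2 scale (standard error 0.17, adjusted p = 3.9e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Elf5* was higher in C7 by 1.43 (standard error 0.17, adjusted p = 0.00012) and *Cd14* by 1.43 (standard error 0.18, adjusted p = 0.00018), from the same test. *Kit* did not pass (-0.44, adjusted p = 0.078), except without the second PI mouse (-0.65, adjusted p = 0.00796). Of genes outside the list, *Areg* was lower by -2.58 (standard error 0.16, adjusted p = 1.3e-06), and *Slc38a1*, an amino acid transporter, by -4.96 (standard error 0.28, adjusted p = 5.5e-07), from the same test. For each of these genes both PI mice lay on the same side of both NP mice.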

C6 and C7 both showed characteristics of luminal progenitor cells, but we identified C6 predominantly in the nulliparous gland and C7 predominantly in the post-parous gland. To ensure that C7 still represents the progenitor population in the post-parous gland, we identified genes that distinguish C6 from the rest of the luminal compartment to see if they are also characteristic for the proposed post-parity progenitor population C7. Indeed, we find genes that are differentially expressed between C6 and the rest of the luminal compartment to show the same trend between C7 and the luminal compartment (Fig. 5a). 

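What set luminal progenitors apart from other luminal cells in the nulliparous gland did so after involution as well. Of the 500 genes with the smallest p between C6 and the other luminal cells of NP mice, 491 (98.2%) changed in the same direction between C7 and the other luminal cells of PI mice, against 82.1% of all 11278 genes measured in both, and Spearman's correlation of the 2 fold changes across the 500 genes was 0.94. *Aldh1a3* stood above other luminal cells by 3.43 on the log2 scale in C6 and 2.76 in C7, *Kit* by 3.06 and 2.72, *Elf5* by 2.95 and 2.50 and *Tspan8* by 3.19 and 2.86. *Prlr* stood at -4.67 and -4.76 and *Pgr* at -5.12 and -5.38. The 9 genes that ran the opposite way were *Bglap3*, *Mt1*, *Mt2*, *Hp*, *Armcx2*, *Cxcl17*, *Angptl4*, *Lhfp* and *Chst1*. *Hp*, the haptoglobin of the acute phase, was at -2.96 in C6 and 1.12 in C7. The other luminal cells are mostly hormone-sensing in both stages, so the shared genes set the progenitors against that lineage. From the shared trend and a principal component analysis, the paper concludes that C7 represents the luminal progenitors of the post-parous gland.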

In a similar manner we can distinguish C7 from the rest of the PI gland in a principal component analysis (PCA) using the identified progenitor genes (Supplementary Fig. 7b, c). From this we conclude that C7 indeed represents the post-parity luminal progenitor population. Interestingly, genes that were upregulated in C7 compared to C6 were significantly enriched for pathways that are involved in the immune response and lactation (Fig. 5b; Supplementary Fig. 7d). These included genes that play roles in various processes during lactation, e.g. milk-proteins (*Csn2*, *Lalba*), lipases (*Lipa*), proteins involved in milk secretion (*Xdh*, *Cd36*) and transcriptional regulators of lactation (*Cidea*)^31^. 

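Genes of milk, of milk fat and of the acute phase of inflammation were higher in C7 than in C6. Of 7 measured milk protein genes all 7 were higher (7 when adjusted over the list alone), and of 19 milk fat genes 13 were higher and none lower (15 over the list alone). With estimated correlation between genes, camera gave p = 0.00778 and p = 0.0428, which did not pass after adjustment over the lists tested (0.116 and 0.243). The 6 immune genes that the paper names were all higher (camera p = 0.0136, adjusted 0.116), but the authors chose them on these samples, so they are not independent evidence. Of 17 acute phase and involution genes 13 were higher and 1 lower (14 and 1 over the list alone; camera p = 0.0619 with estimated correlation). *Ltf*, lactoferrin, rose by a log2 fold change of 3.17 (standard error 0.26, adjusted p = 8.3e-06) and *Lcn2*, lipocalin of the innate defence, by 1.68 (standard error 0.18, adjusted p = 4.8e-05), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Igfbp5*, a growth factor binding protein raised in involution, rose by 1.31 (adjusted p = 0.00022, from the same test). Of 13 genes of dissociation stress, 11 did not pass the test, 1 was higher and 1 lower. Of 5 fibroblast markers 2 were lower, and of 7 basal genes 1 was, with none higher. Of 2 measured immune cell markers 1 was higher (median log2 fold change 1.79), as was 1 of 2 pericyte markers.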

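*Csn2* was close to absent from the luminal progenitors of NP mice and present in those of PI mice. *Csn2* came to 3 UMIs of 5725002 in C6 of the NP mice and 22992 of 15361442 in C7 of the PI mice, a ratio of 2856 with a 95% counting interval from 977 to 13851. Milk protein genes together were at 770 and 1445 CPM in C6 of the 2 NP mice, most of it *Csn3* (2462 of 2552 and 3408 of 3484 UMIs), so as a group they were not absent before pregnancy. *Lalba* rose from 13.5 ± 8.53 to 113 ± 57.6 normalised CPM, a log2 fold change of 3.14 (standard error 0.40, adjusted p = 0.00018, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Lipa* rose from 13.1 ± 2.21 to 146 ± 8.91 normalised CPM, a log2 fold change of 3.49 (standard error 0.17, adjusted p = 1.7e-07). *Xdh* rose by 2.18 (standard error 0.16, adjusted p = 4.0e-06), *Cidea*, a protein of lipid droplets, by 1.94 (standard error 0.14, adjusted p = 3.9e-06), and *Plin2*, which coats lipid droplets, by 3.19 (standard error 0.15, adjusted p = 1.4e-07), all from edgeR's test. *Cd36* rose from 3.61 ± 4.70 to 30.6 ± 1.37 normalised CPM (log2 fold change 3.29, standard error 0.49, adjusted p = 0.00049), a call that was lost with DESeq2 (adjusted p = 0.2065). The *Cd36* fold change was 2.14 without the first NP mouse and 6.63 without the second, and that of *Lalba* lay between 2.50 without the first PI mouse and 3.91 without the second NP mouse. Each PI mouse lay above each NP mouse for all of these genes. A *Csn2* UMI was found in 82.4% and 88.8% of C7 cells, at medians of 6484 and 5579 UMIs per cell, and in 5.34% and 5.39% of C3 cells of the same mice, at medians of 7179 and 5638. *Lipa* lies on chromosome 19 of GRCm38 from 34492318 to 34527474, *Xdh* on chromosome 17 from 73883895 to 73950196, and *Cd36* on chromosome 5 from 17781690 to 17888801.

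**Figure D4:**
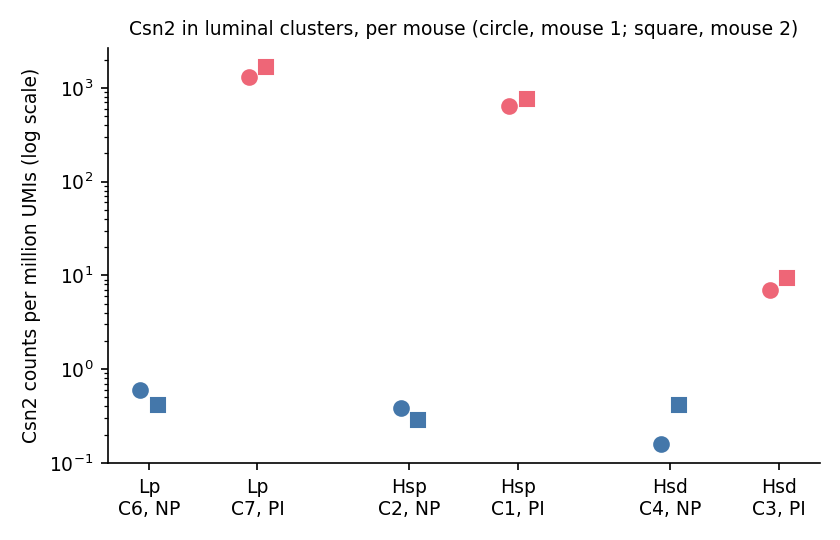
CPM of *Csn2* on a log axis in the luminal clusters, with a circle for the first and a square for the second mouse of each stage. C7 stands at a mean of 1489 CPM and C6 at 0.509 CPM.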

Of note, the genes of the casein locus (*Csn2*, *Csn1s1*, *Csn1s2a*, *Csn3*) have previously been reported to be upregulated in the parous gland, most likely due to changes in chromatin accessibility^32, 33^. However, it has not been shown before that this effect is confined to the progenitor population of the luminal compartment. 

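All 4 genes of the casein locus rose between C6 and C7. *Csn1s1* rose from 9.30 ± 2.78 to 5593 ± 751 normalised CPM, a log2 fold change of 9.19 (standard error 0.27, adjusted p = 2.3e-09, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Csn1s2a* rose from 2.86 ± 2.90 to 782 ± 198, by 7.93 (standard error 0.35, adjusted p = 1.2e-07, from the same test), and *Csn3* from 1050 ± 480 to 6559 ± 326, by 2.64 (standard error 0.27, adjusted p = 3.5e-05). *Csn1s2a*, near its limit in NP mice, changed by 9.86 without the first NP mouse and 7.31 without the second. On chromosome 5 of GRCm38 *Csn1s1* runs from 87666208 to 87682578, *Csn1s2a* from 87774567 to 87788797 and *Csn3* from 87925579 to 87932665. Spread over cells, the median C7 cell held 5 *Csn2* UMIs in the first PI mouse and 6 in the second. With each cell thinned to 1000 UMIs, a *Csn2* UMI remained in 48.4% and 61.7% of C7 cells and in 0.485% and 0.844% of C3 cells.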

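Casein transcripts were also higher after involution in the clusters called hormone-sensing progenitors (C1 against C2), at lower levels than in luminal progenitors. In hormone-sensing progenitors *Csn2* came to 3 UMIs of 8634307 in NP and 5059 of 6916219 in PI, a ratio of 2105 (95% counting interval 720 to 10212). *Csn1s1* rose by a log2 fold change of 10.26 in hormone-sensing progenitors (standard error 0.31, adjusted p = 2.9e-09; 10.88 without the first NP mouse), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Csn3* rose by 3.57 (standard error 0.27, adjusted p = 6.7e-06), from the same test. The milk protein genes together took 13660 and 14680 CPM in C7, 6822 and 7332 CPM in C1 and 75.6 and 83.4 CPM in C3 of the 2 mice. The median C1 cell held 12289 UMIs, against 6019 in C7 and 5805 in C3. The median C2 cell held 16399, against 7206 in C6 and 10012 in C4. Doublets of a C7 and a C3 cell could give such values in C1 and were not tested for. The casein rise in C1 is therefore not shown to come from hormone-sensing progenitors themselves. C3 held no more than cells that make no milk in the same libraries, with 152 and 229 CPM in the basal cluster C12 and 87.0 CPM in fibroblasts (C18) of the second mouse, so milk RNA in C3 is at the level of free RNA and is not read as expression.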

Some of the genes that are involved in the immune response are known regulators of the involution process such as *Ctsc*, *Tgfb3* or *Mfge8* ^34^. 

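*Ctsc*, the lysosomal protease cathepsin C, rose in C7 over C6 by a log2 fold change of 1.64 (standard error 0.16, adjusted p = 2.4e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Tgfb3*, a growth factor of the TGFβ family, rose from 16.9 to 68.6 ± 20.6 normalised CPM, by 2.05 (standard error 0.24, adjusted p = 0.00010, from the same test). *Mfge8*, which bridges dying cells to phagocytes, rose from 1550 to 5191 ± 814 normalised CPM, by 1.74 (standard error 0.18, adjusted p = 4.2e-05). *Hp* rose from 13.9 ± 8.61 to 2920 ± 1106 normalised CPM, by 7.79 (standard error 0.39, adjusted p = 1.9e-07), and *Spp1*, osteopontin, from 11.7 ± 14.6 to 2372 ± 403, by 7.83 (standard error 0.54, adjusted p = 2.7e-06), from the same test. *Saa1*, serum amyloid A, came to 1 UMI in C6 and 615 in C7, a ratio of 229 (95% counting interval 41.0 to 9068). The fold change of *Spp1* was 6.74 without the first NP mouse and 10.66 without the second, and that of *Hp* 7.18 and 8.54. *Hp* lies on chromosome 8 of GRCm38 from 109575128 to 109579172.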

The upregulation of these genesets was also present in C1 (Hsp) and in some cases even the differentiated C3 (Hsd) cluster, yet the effect remained strongest in the progenitor cells (Fig. 5c, d). 

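The milk and immune groups were higher in PI in hormone-sensing progenitors as well, and fewer genes of milk fat and immunity were in differentiated cells. Doublets of a C7 and a C3 cell were not ruled out as a source of the rise in C1. In C1 against C2, all 6 measured milk protein genes (camera p = 0.0049 with estimated correlation), 12 of 18 milk fat genes (p = 0.00677) and all 6 immune genes (p = 0.00706) were higher, with none lower, and each list passed after adjustment over the lists tested (0.04). In C3 against C4, 4 of 16 milk fat genes (camera p = 0.106 with estimated correlation) and 2 of 6 immune genes (p = 0.0993) were higher, and milk protein RNA in C3 was at the level of free RNA. In the same fit 5 of 8 basal genes (median log2 fold change -1.71, camera p = 0.0925 with estimated correlation) and 5 of 10 contractile genes (median -1.42, p = 0.209) were lower in C3, with none higher. *Lipa* rose by a log2 fold change of 3.65 in hormone-sensing progenitors (standard error 0.18, adjusted p = 4.4e-07) and *Mfge8* by 2.19 (adjusted p = 1.8e-05), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In differentiated cells *Plin2* rose by 1.39 (adjusted p = 0.00045, from the same test), and *Lipa* differed by 0.22 (adjusted p = 0.720). In a test of the difference between luminal progenitors and differentiated cells, the change was larger in luminal progenitors for 4 of 7 milk protein genes, 12 of 19 milk fat genes and 5 of 6 immune genes. These counts fell to 0 milk protein genes and 2 milk fat genes with 100 cells per mouse and cell type. Between luminal and hormone-sensing progenitors the change in *Csn2* differed by 0.63 (adjusted p = 0.861), in *Lipa* by -0.14 (adjusted p = 0.858) and in *Tgfb3* by -0.07 (adjusted p = 0.937), and none passed the test. That in *Csn3* differed by -0.89 (adjusted p = 0.0175) and that in *Hp* by 3.12 (adjusted p = 3.6e-09), from edgeR's test.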

Finally, we compared the differentiation processes of the luminal compartment of the parous gland to the nulliparous gland by mapping the luminal cells from PI to the trajectory of NP and G cells. Interestingly, C1 and C3 generally maintain the position of their nulliparous counterpart in the differentiation hierarchy whereas the C7 cluster is stretched out from the origin down towards the alveolar branch, suggesting that these are biased towards the alveolar fate (Fig. 5e). This is in agreement with the overexpression of genes related to the production and secretion of milk. Together, the data suggest that luminal progenitor cells maintain memory of having undergone gestation and lactation. This memory could potentially prime progenitor cells towards the alveolar fate to facilitate alveologenesis in subsequent pregnancies.

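A large part of the C7 cells, and few cells of C1 and none of C3, lay nearest to alveolar cells of the NP and G map. Each cell of a PI mouse was placed by its 15 nearest luminal cells of the G mice and 1 NP mouse, with the other NP mouse held out. With the first NP mouse in the map, 37.0% of C7 cells of the first PI mouse (exact 95% interval 33.7% to 40.4%) and 39.7% of those of the second had mostly C8 and C10 neighbours. With the second NP mouse in the map the shares were 37.7% and 42.5%. Of C1 cells 1 of 107 (0.935%) and 4 of 385 (1.04%) did, and with every cell thinned to 2000 UMIs 2.80% and 4.42%, above the 1.22% of held-out C6 cells at that depth. Of C3 cells 0 of 412 and 0 of 2487 did, which allows shares of up to 0.728% and 0.121%. Held-out luminal progenitors of NP mice gave 7 of 372 (1.88%, exact 95% interval 0.76% to 3.84%) and 6 of 316 (1.90%, interval 0.70% to 4.09%). Over both PI mice the C7 share was 39.24% (SD 2.63), and it was 21.22% without milk protein genes in the map. Milk genes are among those higher in C7, so the position and the milk genes are not separate observations. From this position, the paper proposes that luminal progenitors of the parous gland are biased towards the alveolar fate.

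**Figure D5:**
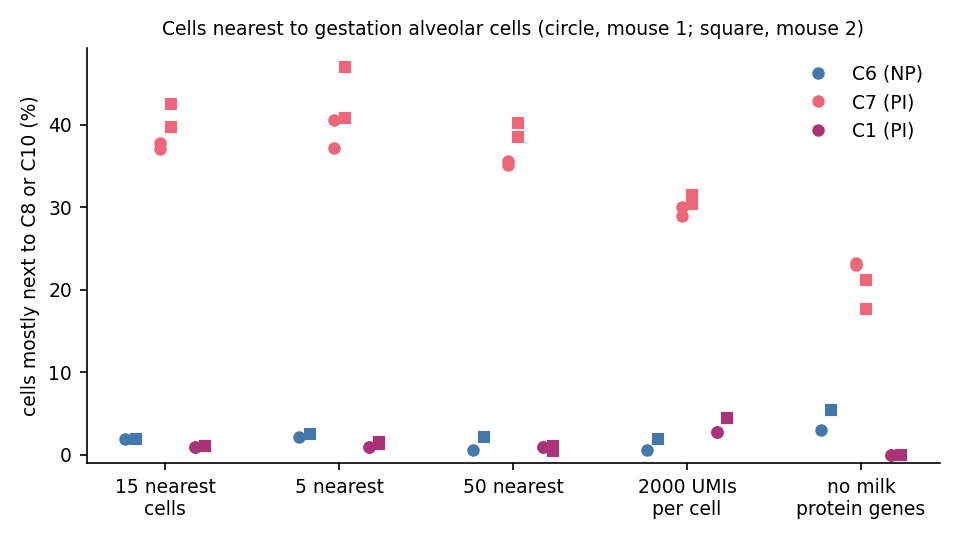
Percentage of cells whose nearest cells in the NP and G map were mostly alveolar (C8 or C10), for C6 of held-out NP mice and for C7 and C1 of PI mice, by setting of the analysis. The mean for C7 is 39.24% in the map with all highly variable genes and 21.22% without milk protein genes.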

**Fig. 5:**
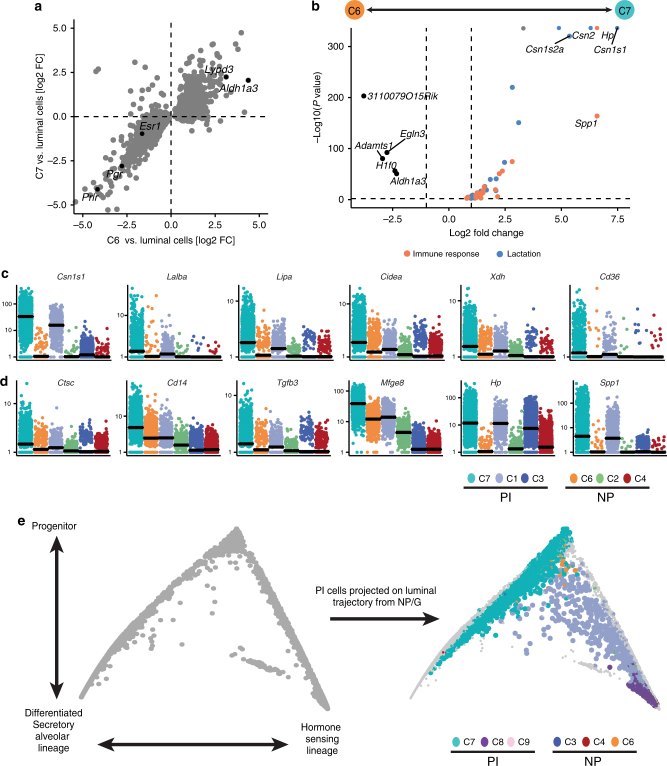
The effect of parity on the transcriptomic landscape of the luminal progenitor compartment. **a** Comparison of fold changes from C6 vs. luminal compartment and fold changes from C7 vs. the luminal cells. The genes represent the top 500 differentially expressed genes between C6 and luminal cells. **b** Volcano plot illustrating differential expression between C6 and C7, coloured dots represent significant genes with known function in lactation and immunity, dashed lines highlight the *P-*value threshold of 0.01 and a log fold change of 1. *P-*values are adjusted for multiple testing using Benjamini–Hochberg. **c**, **d** Visualisation of expression difference for genes related to lactation (**c**) or immunity (**d**) for the six luminal clusters in NP and PI. Expression values correspond to normalised UMI counts. **e** Cells from PI projected on the diffusion map from the NP and G time point. Cells from NP and G are coloured in grey

## Discussion

We have reported here the use of single cell RNA sequencing to comprehensively map the transcriptomes of thousands of mammary epithelial cells across four developmental time points. Our analysis identified 15 clusters of epithelial cells, some of which are only present during specific developmental stage. This study provides a rich data set that can be mined online (see link in Methods) to identify marker genes and lineage specific promoters that can be used to trace populations of cells in vivo. We note, however, that only some of the clusters can be fully characterised by a single marker gene. Instead we argue that the epithelial cells—especially in the luminal compartment—should rather be conceptualised as being part of a continuous spectrum of differentiation as visualised in Figs. 3 and 4. This view highlights the plasticity of the tissue and might help to explain the tissue homoeostasis of the adult mammary gland^4^. In this study, we could not detect any cells in transition between the basal and luminal cells. Therefore, we have no evidence to support the contribution of a putative multipotent stem cell to the day-to-day homoeostasis of the gland. We do note, however, that cells from C15 (Prc) expresses high levels of the stem cell marker *Procr* ^19^ and high levels of the luminal progenitor marker *Notch3* ^35^ (Fig. 2c). Yet, our data does not support a central role of this cluster in the day-to-day homoeostasis of the gland. In addition, cells from C15 also express some but not all markers of pericytes and it thus cannot be excluded that these are non-epithelial cells (Supplementary Fig. 4f). 

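*Notch3*, a Notch receptor, was at 531 ± 70.8 CPM in C15, 40.0 CPM in C10, 20.9 ± 2.52 CPM in C6 and 7.78 CPM in C14. Between C15 and C14 of the same 2 L mice it was higher in C15 by a log2 fold change of 5.88 (adjusted p = 3.5e-178, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *Procr* was higher by 5.22 (standard error 0.19, adjusted p = 3.2e-158, from the same test). C15 had less of the contractile genes than C14. Of 11 such genes 10 were lower and 1 did not pass (11 lower when adjusted over the list alone; camera p = 0.271 with estimated correlation). *Oxtr* fell by 4.34 (adjusted p = 9.8e-72), *Cnn1*, calponin, by 4.38 (adjusted p = 2.3e-107) and *Acta2* by 1.91 (adjusted p = 1.4e-27), from edgeR's test. Of 12430 genes, 3589 passed, 1504 of them higher in C15 (1938 passed with DESeq2, 2223 with the filter of the paper, 1384 with sums thinned to equal UMIs and 1408 with glmTreat at the paper's thresholds). The sums ran from 57 cells with 224739 UMIs to 4637 cells with 21129008 UMIs, and in simulated data at these depths 47.0% of 4-fold changes were recovered. C14 and C15 were defined on these same counts, so the differences describe the clusters. With 1 residual degree of freedom, edgeR set each gene's variance to the common trend, and the p-values take the spread between mice from other genes.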

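All 8 pericyte markers were higher in C15 than in C14 (camera p = 0.101 with estimated correlation). *Rgs5*, a regulator of G protein signalling in pericytes, was higher by a log2 fold change of 6.52 (adjusted p = 6.8e-212), *Pdgfrb*, the platelet-derived growth factor receptor β, by 5.46 (adjusted p = 3.8e-106), *Des*, desmin, by 4.93 (adjusted p = 4.2e-146) and *Cspg4* by 3.80 (adjusted p = 1.5e-36), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In level, *Des* was at 868 ± 75.0 CPM in C15 and 24.5 CPM in C14, *Pdgfrb* at 220 ± 15.7 and 4.17 CPM, and *Cspg4* at 118 ± 15.5 and 6.80 CPM. *Anpep*, an aminopeptidase, was at 35.2 ± 18.3 CPM in C15 but at 77.7 ± 3.37 CPM in C7 and 87.6 CPM in C11. Its difference from C14 was 0.87 (adjusted p = 0.034, from the same test) and was lost with DESeq2, without the filter on low counts and without the mouse in the fit. Of 8 fibroblast markers 6 were higher in C15, 1 lower and 1 not past the test (camera p = 0.396 with estimated correlation). *Col1a2*, a chain of type I collagen, was higher by 3.30 (adjusted p = 1.0e-56) and *Dcn*, decorin, lower by -3.66 (adjusted p = 6.9e-52), from edgeR's test. With the filter of the paper (a mean of 0.1 UMI per cell), 2 pericyte markers were higher.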

Based on the gene expression data presented here, the luminal compartment appears to have one common progenitor population (Lp). Lp gives rise to intermediate states of either hormone-sensing or secretory cells that express differentiation markers as well as progenitor markers and appear to represent meta-stable states on the differentiation path from luminal progenitors towards fully differentiated cells. Furthermore, we characterised gene expression patterns along the differentiation hierarchy. Here we identified genes that are lineage-specific, thus enabling us to disentangle the transcriptional events that regulate differentiation of the luminal compartment. By analysing the mammary gland at various stages of development, we were also able to describe the effects of parity at cellular resolution. We found that the luminal progenitor compartment undergoes lasting changes at the transcriptional level. This is especially interesting in the light of the protective effect of pregnancies against breast cancer and the role of luminal progenitors as cell of origin. The majority of the changes were related to pathways involved in immunity and lactation, suggesting that, in particular, the luminal progenitors maintain a memory of gestation and lactation. We assume that C7 overlaps at least partially with the previously described parity-induced mammary epithelial cells (PI-MECs)^36^.

In summary, our data provide an unbiased view of mammary gland development. This approach helps support some previously formed hypotheses in the mammary gland field and describes differentiation processes at a high cellular resolution. The data set will be a useful resource for future studies that aim to understand the relationship of the different cell types in the gland and how breast cancer develops and progresses.

## Methods

### Animals

All experimental animal work was performed in accordance to the Animals (Scientific Procedures) Act 1986, UK and approved by the Ethics Committee at the Sanger Institute. C57BL/6N mice were housed in individually ventilated cages under a 12:12 h light–dark cycle, with water and food available ad libitum. The experiment was set up to allow for all of the developmental time points to be collected and tissues to be processed at the same time. Mice were euthanized by terminal anaesthesia. Females were mated with studs and allowed to litter. Tissues were then harvested at gestation day 14.5 (G), lactation day 6 (L) and day 11 post natural weaning of the pups (PI). Tissue from NP females was harvested at 8 weeks of age. Two individual mice per developmental time-point were used in the study. The oestrus cycle stage of animals from the NP and PI timepoint were determined by vaginal smears (Supplementary Fig. 8).

### Mammary gland dissociation into single-cell suspension

Lymph node divested mammary glands (excluding the cervical pair) were dissected from the mice and mechanically dissociated. The finely minced tissue was transferred to a digestion mix consisting of DMEM/F12 (Gibco) + 10 mM HEPES (Gibco) + collagenase (Roche) + 200 U ml^−^^1^ hyaluronidase (Sigma) + gentamicin (Gibco) for 3 h at 37 °C and vortexed every 30 min. After the lysis of red blood cells in NH_4_Cl, cells were briefly digested with warm 0.05% Trypsin-EDTA (Gibco), 5 mg ml^−1^ dispase (Sigma) and 1 mg ml^−1^ DNase (Sigma), and filtered through a cell strainer (BD Biosciences).

### Cell labelling followed by flow cytometry and sorting

Single-cell suspensions were incubated in HF medium (Hank’s balanced salt solution (Gibco) + 1% foetal bovine serum, Gibco) + 10% normal rat serum (Sigma) for 20 min on ice to pre-block before antibody staining. All antibody incubations were performed for 10 min on ice in HF media. Mammary cells were stained with the following primary antibodies: CD31-biotin (eBioscience, clone 390, 1 µg ml^−1^, 1:500); CD45-biotin (eBioscience, clone 30F11, 1 µg ml^−1^, 1:500); Ter119-biotin (eBioscience, clone Ter119, 1 µg ml^−1^, 1:500) and EpCAM-PE (Biolegend, clone G8.8, 0.5 µg ml^−1^, 1:500). Cells were then stained with streptavidin-PE-CF594 (BD-Biosciences, 0.4 µg ml^−1^, 1:500). Propidium Iodide (PI, Sigma, 1 µg ml^−1^, 1:1000) was used to detect dead cells. Cells were filtered through a cell strainer (Partec) before sorting. Sorting of cells was done using a SH800Z sorter (SONY). Single-stained control cells were used to perform compensation manually and unstained cells were used to set gates. Chip alignment and sorting calibration was performed with automatic setup beads (SONY) immediately prior to sorting. Doublets, dead cells and contaminating haematopoietic, endothelial and stromal cells were gated out and EpCAM-positive cells were sorted in LoBind microcentrifuges tubes (Eppendorf) with HF. After sorting, cells were spun down and resuspended in HF. Samples were manually counted using an improved Neubauer chamber and the cell concentration was normalised by addition of HF. Equal numbers of cells per sample were processed for scRNA library preparation. Samples were processed for library preparation within 9 h from tissue isolation.

### Library preparation and sequencing

Library preparation was performed according to instruction in the 10× Chromium single-cell kit. The libraries were then pooled and sequenced across six lanes on a HiSeq2500.

### RNA-seq data processing

Read processing was performed using the 10X Genomics workflow^17^. Briefly, the Cell Ranger Single-Cell Software Suite was used for demultiplexing, barcode assignment and UMI quantification (http://software.10xgenomics.com/single-cell/overview/welcome). The reads were aligned to the mm10 reference genome using a pre-built annotation package obtained from the 10X Genomics website. All lanes per sample were processed using the ‘cellranger count’ function. The output from different lanes was then aggregated using ‘cellranger aggr’ with –normalise set to ‘none’.

### Quality control and pre-processing

In total, the Cell Ranger software identified 25,806 barcodes that contained enough unique molecules to be considered as cells (4376 in NP, 6021 in G, 9603 in L and 5806 in PI). Libraries prepared from all time points showed high quality that was reproducible between the two biological replicates (Supplementary Figs. 2 and 3). We used the following metrics to flag poor-quality cells: number of genes detected, total number of unique molecular identifiers (UMIs) and percentage of molecules mapped to mitochondrial genes. Poor-quality cells were then identified by setting a threshold on the number of genes and number of UMIs that was defined as three median absolute deviations (MAD) below the median for each time-point, while requiring a minimum value of 1000 total molecules and 500 genes detected. This resulted in the following thresholds for total number of genes detected: 1042 for NP, 836 for G, 500 for L and 759 for PI; and the following for total number of molecules: 2012 in NP, 1479 in G, 1000 in L and 1379 in G. In addition, all cells with 5% or more of UMIs mapping to mitochondrial genes were defined as non-viable or apoptotic and removed from the analysis (Supplementary Fig. 2d). We finally also ensured that none of the reads in our data set derived from index swapping^37, 38^. For this, we excluded cells with barcodes that appeared in more than one sample (non-unique barcodes). The reasoning behind this being that any index swapped read between samples will also share the same cellular barcode. Exclusion of these cells hence offers protection against index swapping. This left us with a total number of 25,010 cells (4223 in NP, 5826 in G, 9319 in L and 5642 in P). Gene expression values were then normalised by size factors that were estimated using the “computeSumFactors” function in scran^39^. The log-transformed (log2(counts + 1)) counts of highly variable genes (HVGs) were used as features for dimensionality reduction and clustering. HVGs were identified by first fitting a mean-dependent trend to the gene-specific variances to all genes assuming that this trend is dominated by technical variance. This trend was then used to estimate the technical component of the variance and all genes with a biological component (the residual variance) of at least 0.5 and a Benjamini–Hochberg adjusted *P* value smaller than or equal to 0.05 were defined as HVG. The t-SNE embedding was computed using the ‘Rtsne’ package with default settings and perplexity set to 50 (https://github.com/jkrijthe/Rtsne).

### Clustering

Due to the large number of cells, we used a two-step approach to identify clusters of cells. In a first step, we clustered cells using a shared-nearest-neighbour graph (SNN graph)-based approach. This has the advantage of not requiring the computation of a distance matrix that is computationally prohibitive for large numbers of cells. The SNN graph was constructed using the ‘buildSNNGraph’ function from scran with the number of nearest neighbours set to 20^40^. Community-based clustering was then performed on the SNN graph by multi-level modularity optimisation using the ‘cluster_louvain’ function in igraph^41^. This identified a total of 13 clusters. Despite this, the majority of clusters still contained substructure as evident from the t-SNE (Supplementary Fig. 4a). To resolve the cellular heterogeneity further, we then applied agglomerative hierarchical clustering on each of the 13 clusters (Supplementary Fig. 4b). For this, we first computed the pairwise distances between cells based on Spearman’s rank correlation of log-transformed HVG counts. The dissimilarity matrix was then used to perform hierarchical clustering with the ‘hclust’ function in R using average linkage. Clusters were defined using the ‘cutree’ function and the optimal *k* was determined by maximising the gap statistic using the clusGap function from the cluster package^42^. With this we identified a total number of 21 clusters. As the last step we performed a *post-hoc* test as previously reported^43^ by merging clusters with less than 10 differentially expressed genes (at a *P-*value threshold of 0.01 and minimum log fold change of 1). This resulted in combining clusters 7 and 8 (Supplementary Fig. 4a) in C14. Next, we flagged clusters that expressed clear markers of non-epithelial cells as ‘contaminating cells’ and removed them from the downstream analysis. Clusters C16 and C17 were tagged as immune cells based on the expression of *Cd74*, *Cd72* and *Cd54* ^44^, C18 as fibroblasts based on the expression of collagens and fibronectin and C19 as endothelial cells based on the expression of *Eng*, *S1pr1* and *Emcn* (Supplementary Fig. 4c–e). We retained C15 as it expressed markers of a previously described cell type in the gland^19^, despite being positive for 2 out of 4 (*Des* and *Cspg4*) pericyte markers^45^ (Supplementary Fig. 4f). The high number of cells loaded on the 10× increased the chance of doublet formation in the droplet encapsulation^17^. We thus identified clusters that appeared at low frequencies (less than the maximum doublet rate of 7%, Supplementary Fig. 9a) and that were highly similar to at least two other clusters present in the same sample (*ρ* > 0.9 of mean log2(counts + 1)). The only cluster that fulfilled this criterion was cluster C20, whose gene expression was strongly correlated with C13 and C8 (Supplementary Fig. 9b). In addition, the gene expression profile of this cluster is virtually identical to the average expression values of C13 and C8, supporting the hypothesis that it is indeed a mixture of the two clusters (Supplementary Fig. 9b). As C13 and C8 are the most prevalent clusters in these samples (Table 1), doublets would be expected to be enriched for a combination of the two. Finally, C20 also belonged to the clusters with a high number of genes detected and a high number of unique molecules, which is also indicative for doublet clusters (Supplementary Fig. 9c, d). We hence excluded C20 from any downstream analysis.

### Differential expression analysis

Differential gene expression analysis was performed using edgeR^46^. For pairwise comparisons between clusters genes with a mean expression level below 0.1 were removed from the analysis. A negative binomial generalised log-linear model was fitted to the remaining genes with the cluster assignments as covariate(s). The ‘glmTreat’ function was used to identify genes that have a significantly higher log fold change than 1 at an FDR of 0.01. The marker genes visualised in Fig. 2 were identified using the ‘findMarkers’ function in scran with default settings on genes that had a median expression of 1 in at least one cluster^40^.

### Diffusion maps and pseudotime inference

For inferring the differentiation trajectory, we used diffusion maps. First, we selected all cells from the NP and G time point (Fig. 3a) and detected the HVGs as described above. The log-transformed (log2(count + 1)) gene counts were then used to compute the diffusion components using the ‘DiffusionMap’ function (default parameters as in destiny^47^). In Fig. 3b, we then focused on the luminal compartment and recomputed the diffusion map based only on the luminal cells, using the aforementioned procedure. Notably, the structure inferred by the diffusion map algorithm was robust to the choice of features and down-sampling of cells (Supplementary Fig. 5b). The structure of a common origin and the two branches could also be inferred using Monocle with standard settings^48^ (Supplementary Fig. 5a). For inferring the branches and pseudotime ordering, we defined the following three tips, the cell with the largest value for the second eigenvector (which was set as root) and the cells with the largest and smallest values for the first eigenvector (compare Fig. 4a).

### Pseudotime-dependent expression

To identify genes whose expression was significantly associated with the pseudotime, we first fitted a natural cubic spline with three degrees of freedom to the log-transformed (log2(counts + 1)) expression data in each branch. A likelihood ratio test was then used to assess statistical significance of the fit compared to a null (pseudotime-independent) model. Genes with a Benjamini–Hochberg corrected *P-*value below 0.01 and a minimum change in log2(expression) along pseudotime of 0.5 were considered to be significantly pseudotime-dependent. We then used a heuristic definition of branch-specific expression instead of modelling the branch assignment explicitly. This was motivated as follows. We were interested in general expression trends of genes, i.e. increase or decrease along the differentiation towards one of the two cell types, rather than comparing the exact timing of gene activation/inactivation between the branches. Any approach trying to do the latter would have been complicated by the different cell densities along the branches, differences in branch length and by the difficulty of verifying any such hypotheses in vivo. Hence, we defined genes to be branch-specific when they were pseudotime-dependent in their expression in at least one of the two branches and when the gradient differed in signs between two branches. The gradient was determined as the coefficient of a linear model fit to the spline-smoothed expression values, which was set to 0 if the coefficient was not significantly different from 0 at alpha = 0.01. Consequently, the gradient of a gene could either be −1 (decreasing), 0 (flat) or 1 (increasing).

### Gene set enrichment analysis

A gene set enrichment analysis based on gene-ontology (GO) terms was conducted to characterise various genesets in the analysis. The genes of interest were compared to all genes that were tested for differential expression using topGO with default settings^49^.

### Data availability

The authors declare that all data supporting the findings of this study are available within the article and its supplementary information files or from the corresponding author upon reasonable request. The RNA sequencing data have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE106273. Data can also be explored at http://marionilab.cruk.cam.ac.uk/mammaryGland. All computational analyses were performed in R (Version 3.4.1) using standard functions unless otherwise indicated. Code is available online at https://github.com/MarioniLab/MammaryGland.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Supplementary Data 12

Supplementary Data 13

Supplementary Data 14

Supplementary Data 15

Supplementary Data 16

Supplementary Data 17

# Supplementary material for: Differentiation dynamics of mammary epithelial cells revealed by single-cell RNA sequencing
**Source:** Nat Commun. 2017 Dec 11;8:2128. doi: 10.1038/s41467-017-02001-5
**Supplement:** Supplementary file 1 — Supplementary Information

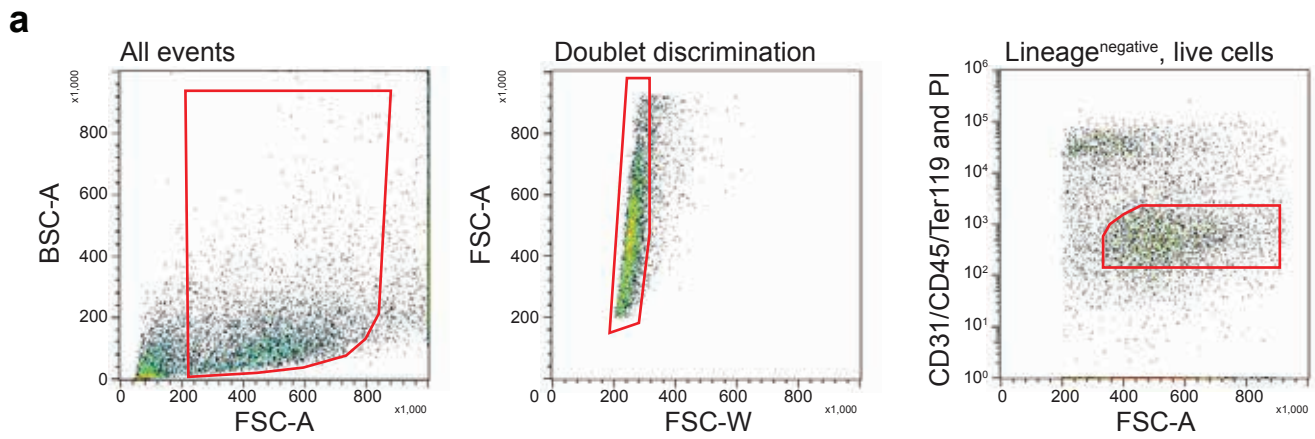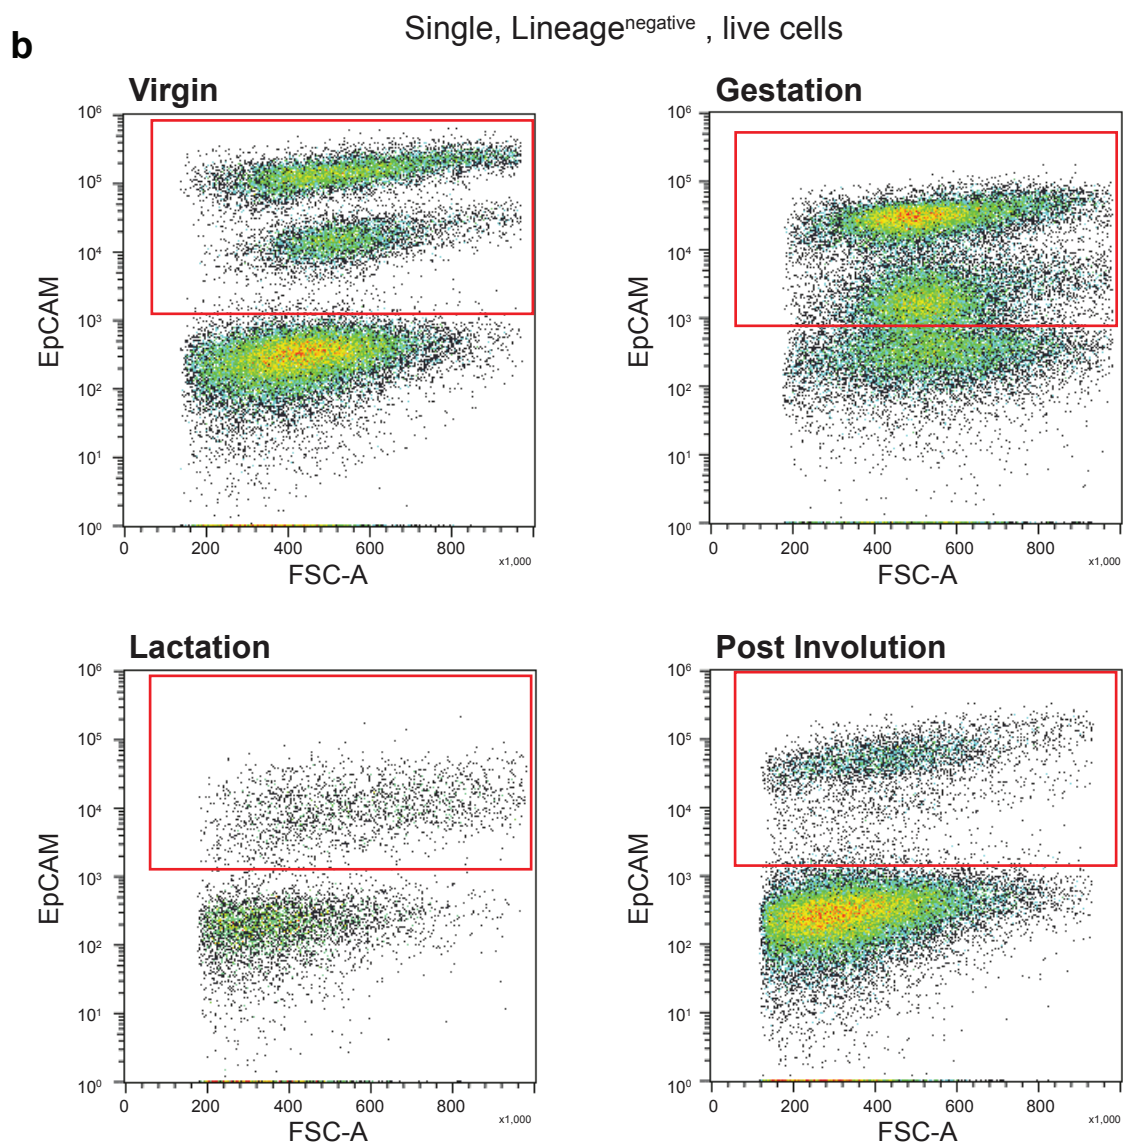

### Supplementary Figure 1. Gating strategy to isolate MECs

(a) Gating strategy used to select live, lineage-negative singlets. (b) Representative plots for each of the four time-points are shown. FSC-W: forward scatter width, FSC-A: forward scatter area, BSC-A: backward scatter area.

**a**

| SampleID | Number of cells | Total molecules | Genes Detected | NumberOfReads | Saturation |
|----------|-----------------|-----------------|----------------|---------------|------------|
| NP1      | 2249            | 9416.0          | 2843.0         | 202622976     | 72.7       |
| NP2      | 2127            | 9501.0          | 2705.0         | 207363112     | 76.8       |
| G1       | 2915            | 9622.0          | 2716.0         | 150459338     | 48.3       |
| G2       | 3106            | 7816.5          | 2491.5         | 140968140     | 47.0       |
| L1       | 5906            | 3767.5          | 1489.0         | 216771984     | 76.1       |
| L2       | 3697            | 4260.0          | 1622.0         | 183422822     | 78.8       |
| PI1      | 1500            | 7146.0          | 2366.0         | 78919991      | 64.2       |
| PI2      | 4306            | 5845.0          | 2093.0         | 118933879     | 49.1       |

**b**

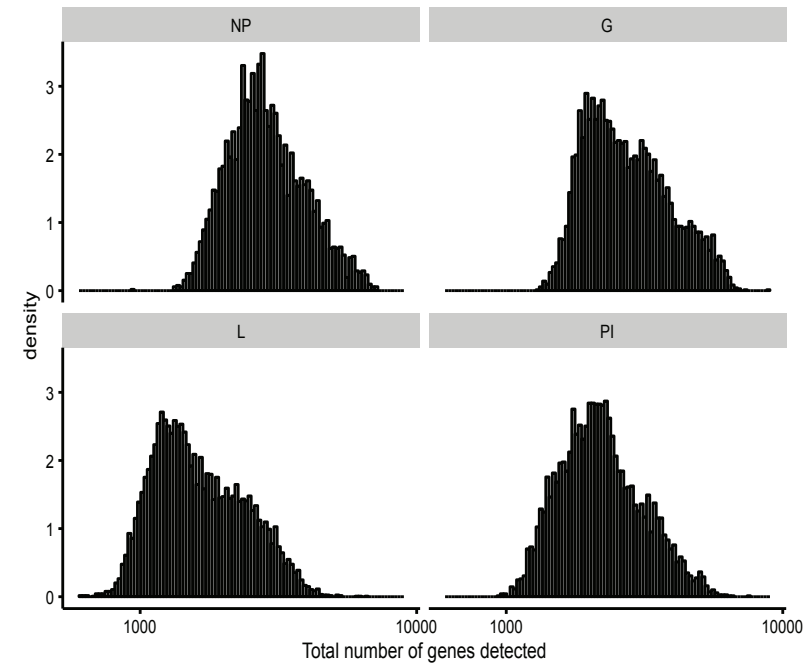

**c**

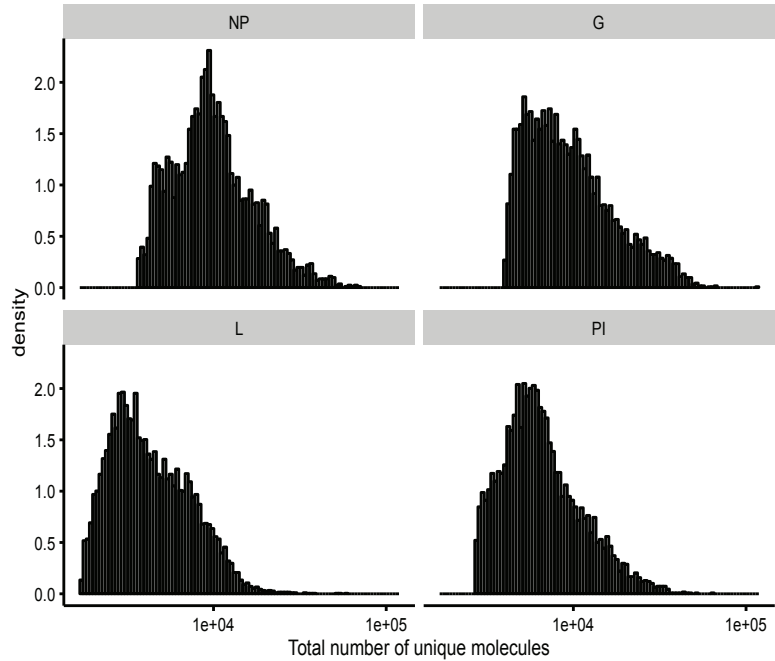

**d**

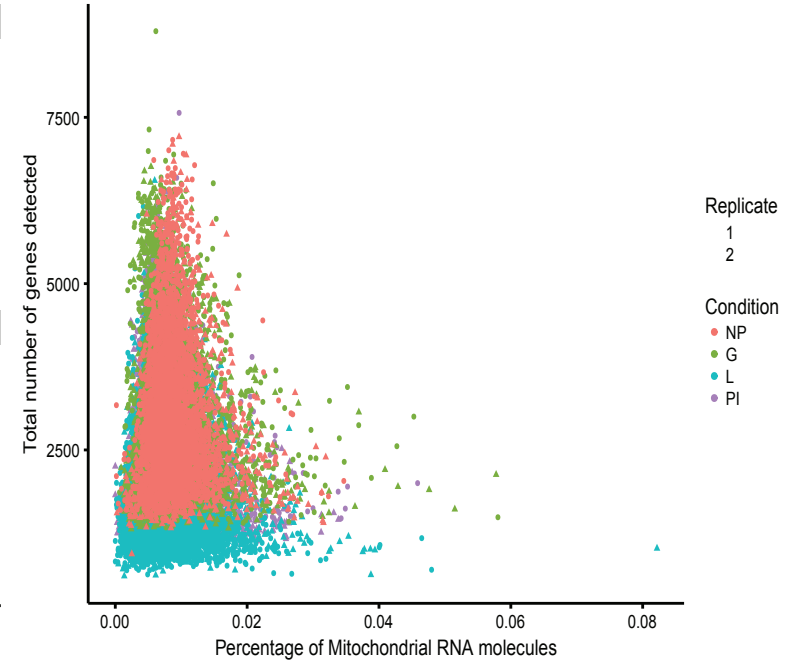

**Supplementary Figure 2. Quality control of sequencing data**

(a) Table summarising quality control criteria per sample. Number of unique molecules, genes detected and number of reads represent the median value for each sample. (b-c) Histograms for the four conditions showing the distributions of the number of genes detected (b) or total number of molecules (c). (d) Scatterplot of number of genes detected versus percentage of mitochondrial RNA molecules. For choice of thresholds see materials and methods.

**a**

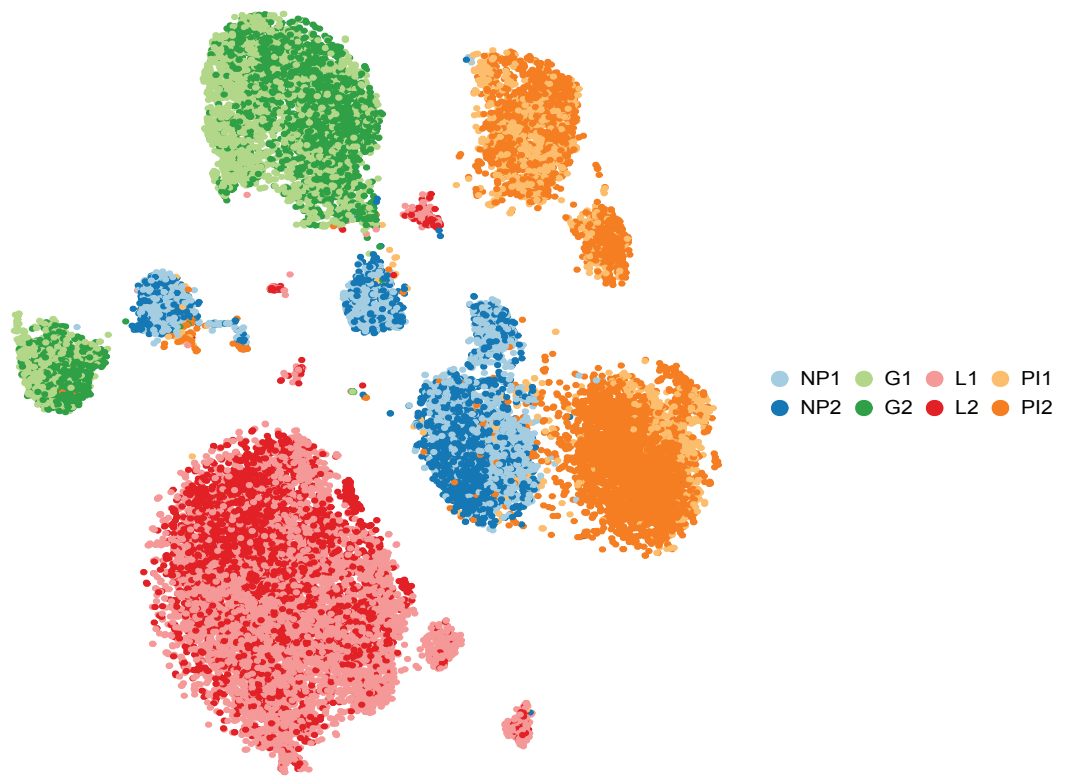

**b**

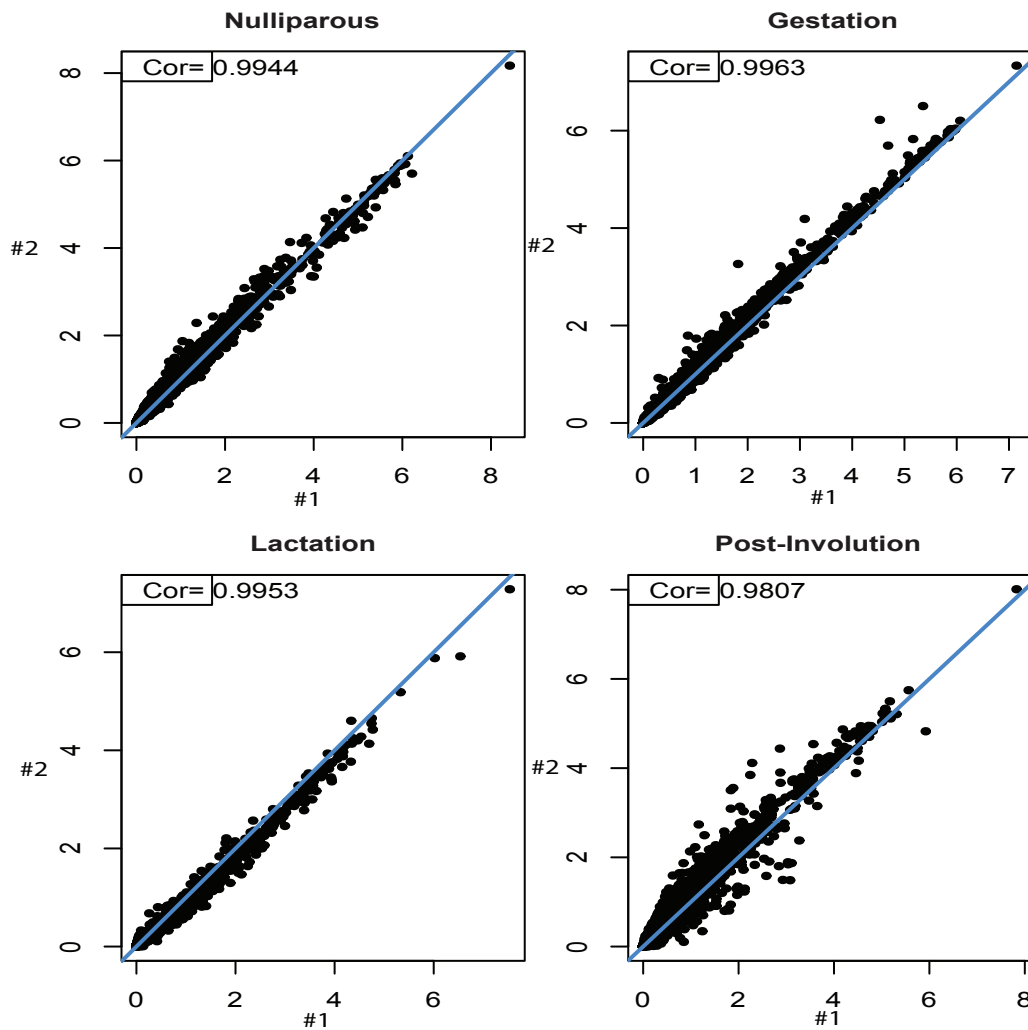

### Supplementary Figure 3. Biological replicates account for little structure in the data

(a) t-SNE plot coloured by the eight different samples. All biological replicates are well mixed and none of the identified clusters is composed of cells from only one replicate. (b) Correlation of log transformed mean expression values of biological replicates for all four time-points. The identity line is represented in blue.

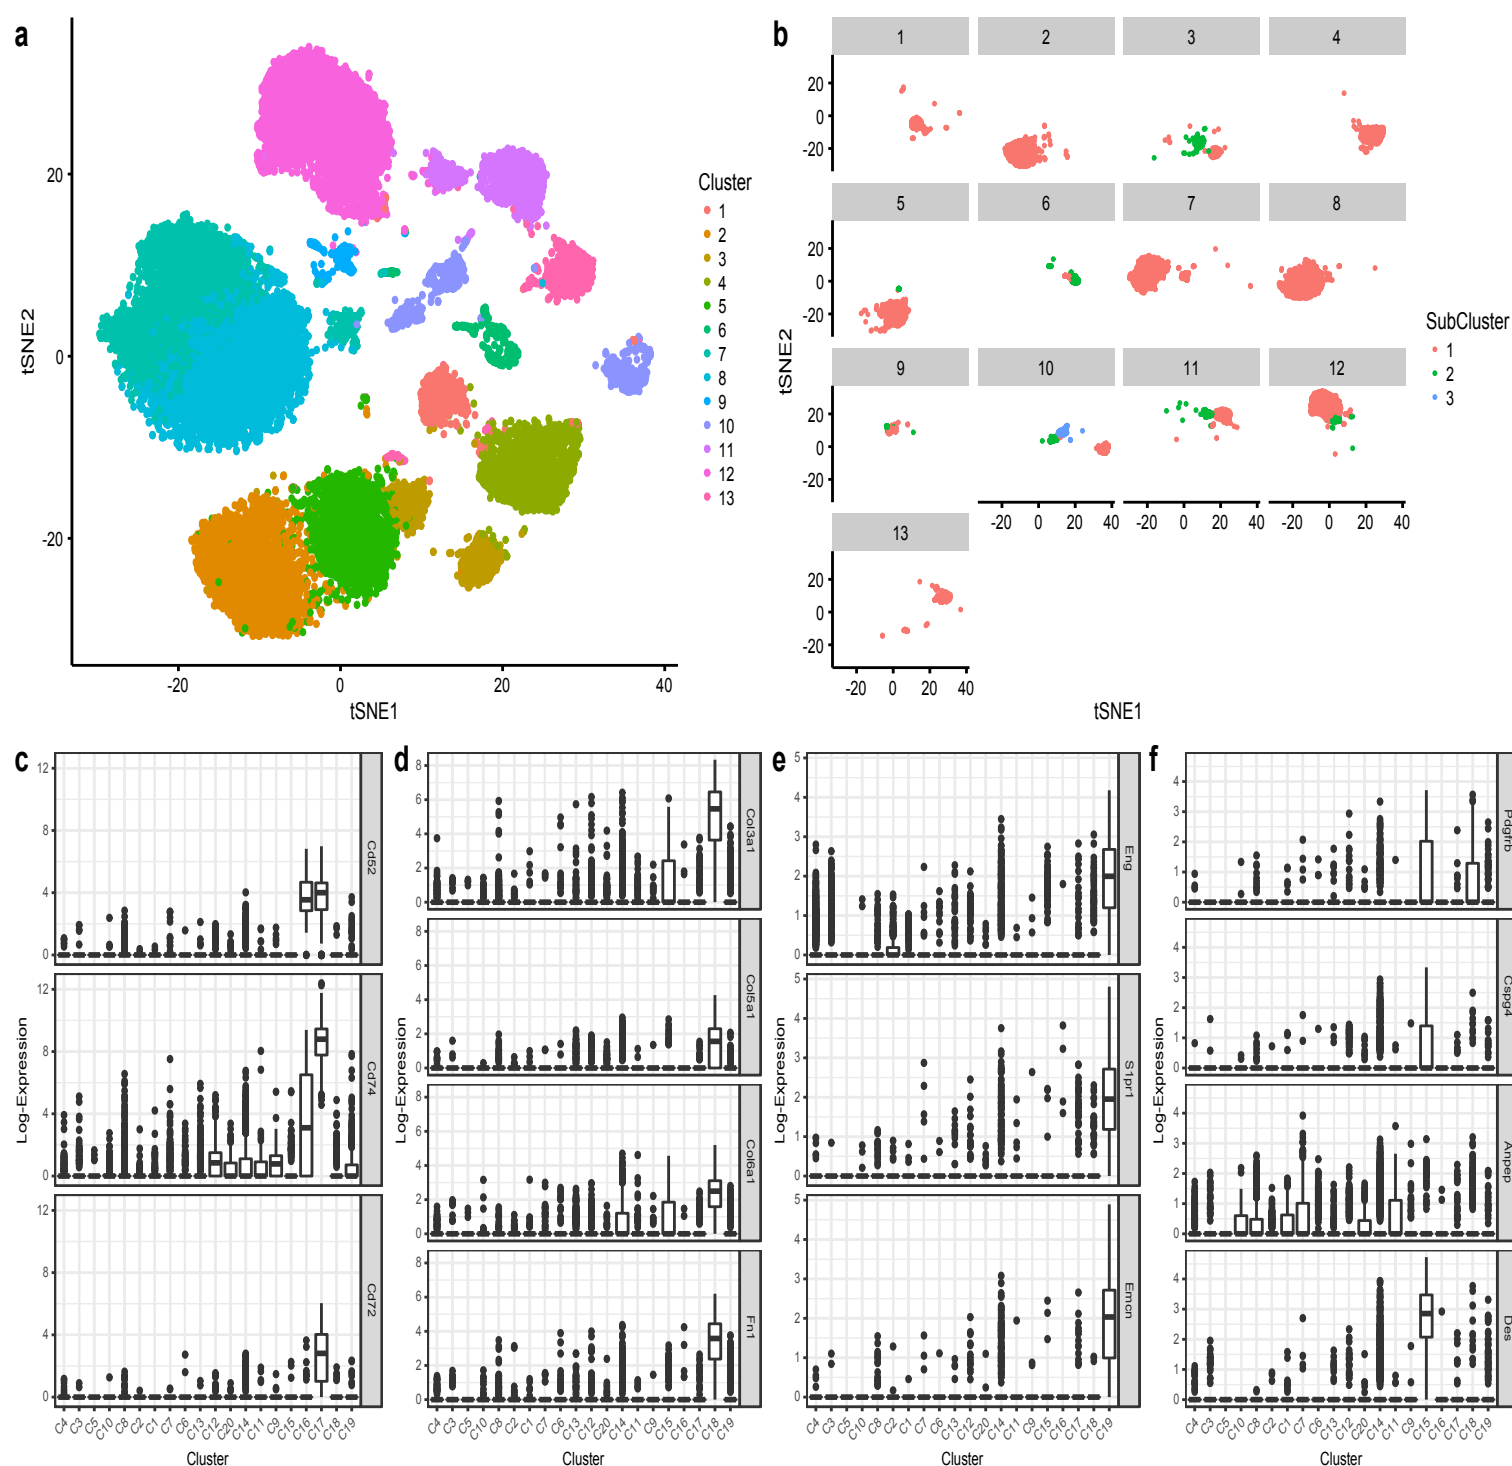

## Supplementary Figure 4. Clustering strategy

(a) First round of clustering using an SNN-Graph and modularity maximization for cluster identification. Cluster numbers are unrelated to the naming scheme used in the manuscript. (b) Second round of clustering using hierarchical clustering based on Spearman's rank correlation with average linkage. The gap statistic was used as optimization criterion to choose  $k$ . (c-f) Marker genes that were used to remove immune cells (c), fibroblasts (d) and endothelial (e) cells from the analysis. Cluster C15 (Prc) showed some degree of expression for some pericyte markers (f). The centre line of the boxplots represents the median, the upper and lower hinges the first and third quartile and the whiskers extend to the largest or smallest value no further than 1.5 times the inter-quartile range from the hinge. Data points beyond this range are highlighted as dots.

**a**

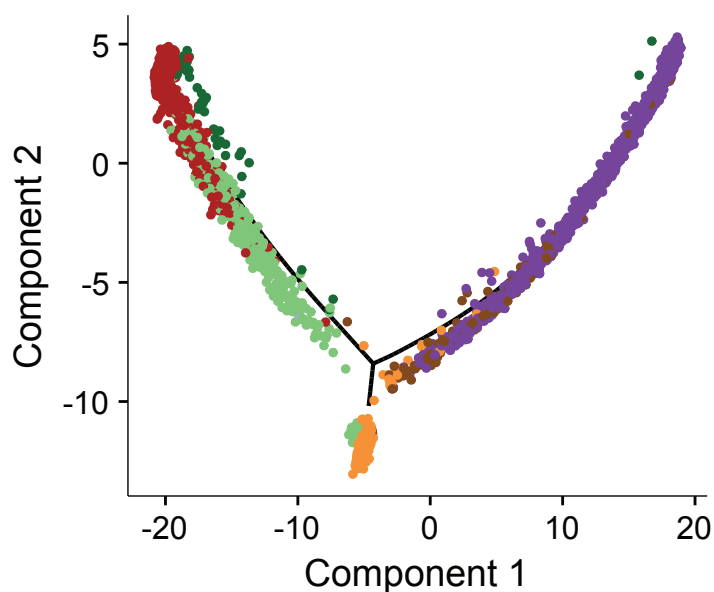

**b**

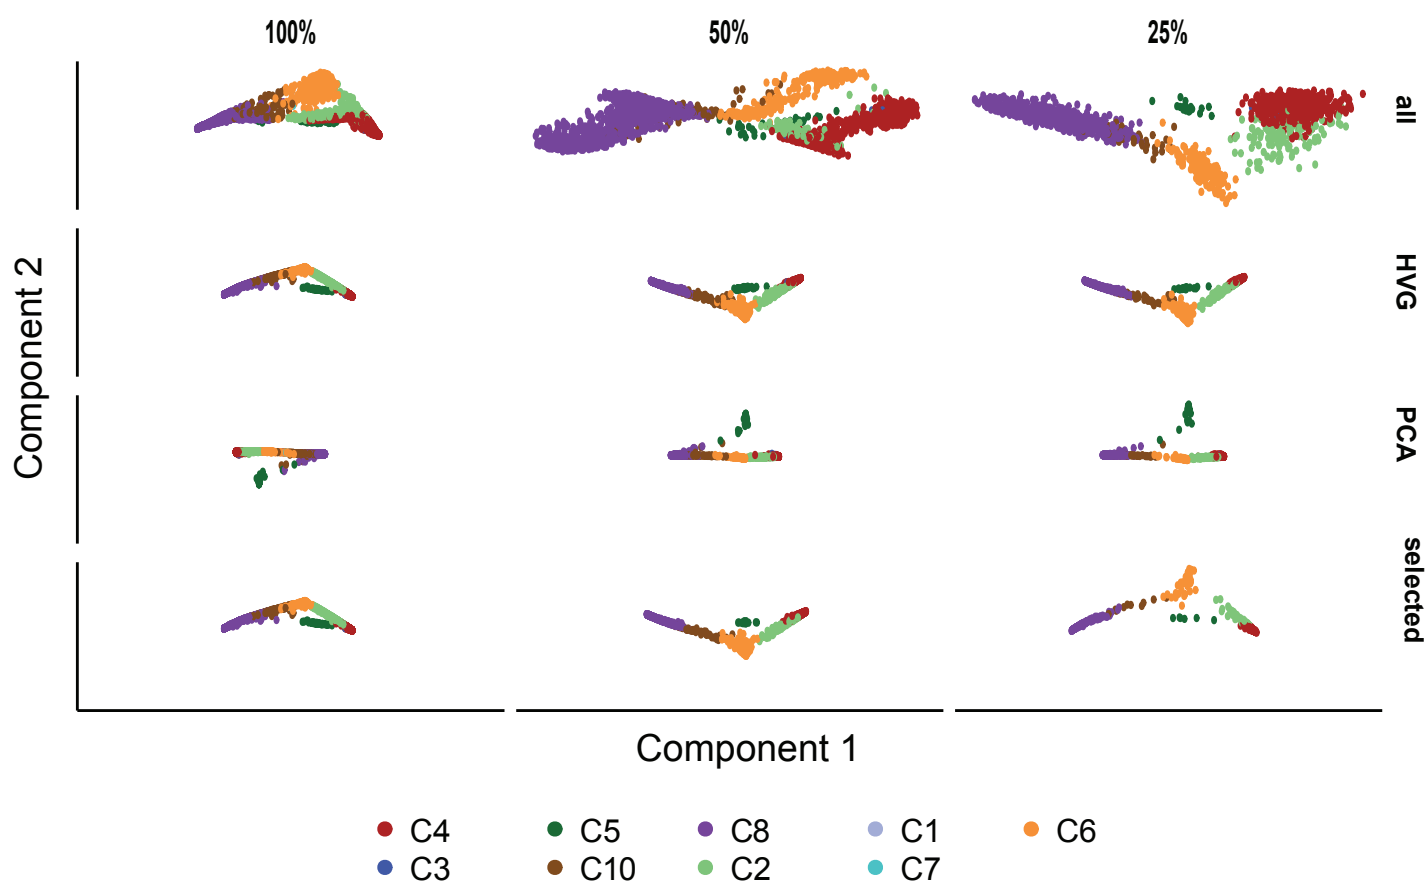

### Supplementary Figure 5. Robustness of bifurcation event in diffusion map

(a) The differentiation trajectory as determined by Monocle (see materials and methods) coloured by cluster assignment. (b) The diffusion map is robust to down-sampling of cells (100, 50 or 25% of all cells were used in the left, middle or right panel, respectively) as well as the method of feature selection (all= all genes with mean expression level above 0.1, HVG= highly variable genes, PCA= first 50 components of PCA, selected= a manually selected choice of genes that are known to be involved in luminal cell differentiation). The gene list included: Csn2, Gata3, Prlr, Elf5, Esr1, Pgr, Aldh1a3, Wap, Tspan8, Krt18, Krt8, Areg, Fgfr1, Fgfr2, Notch1, Notch3, Foxc1 and Zeb2.

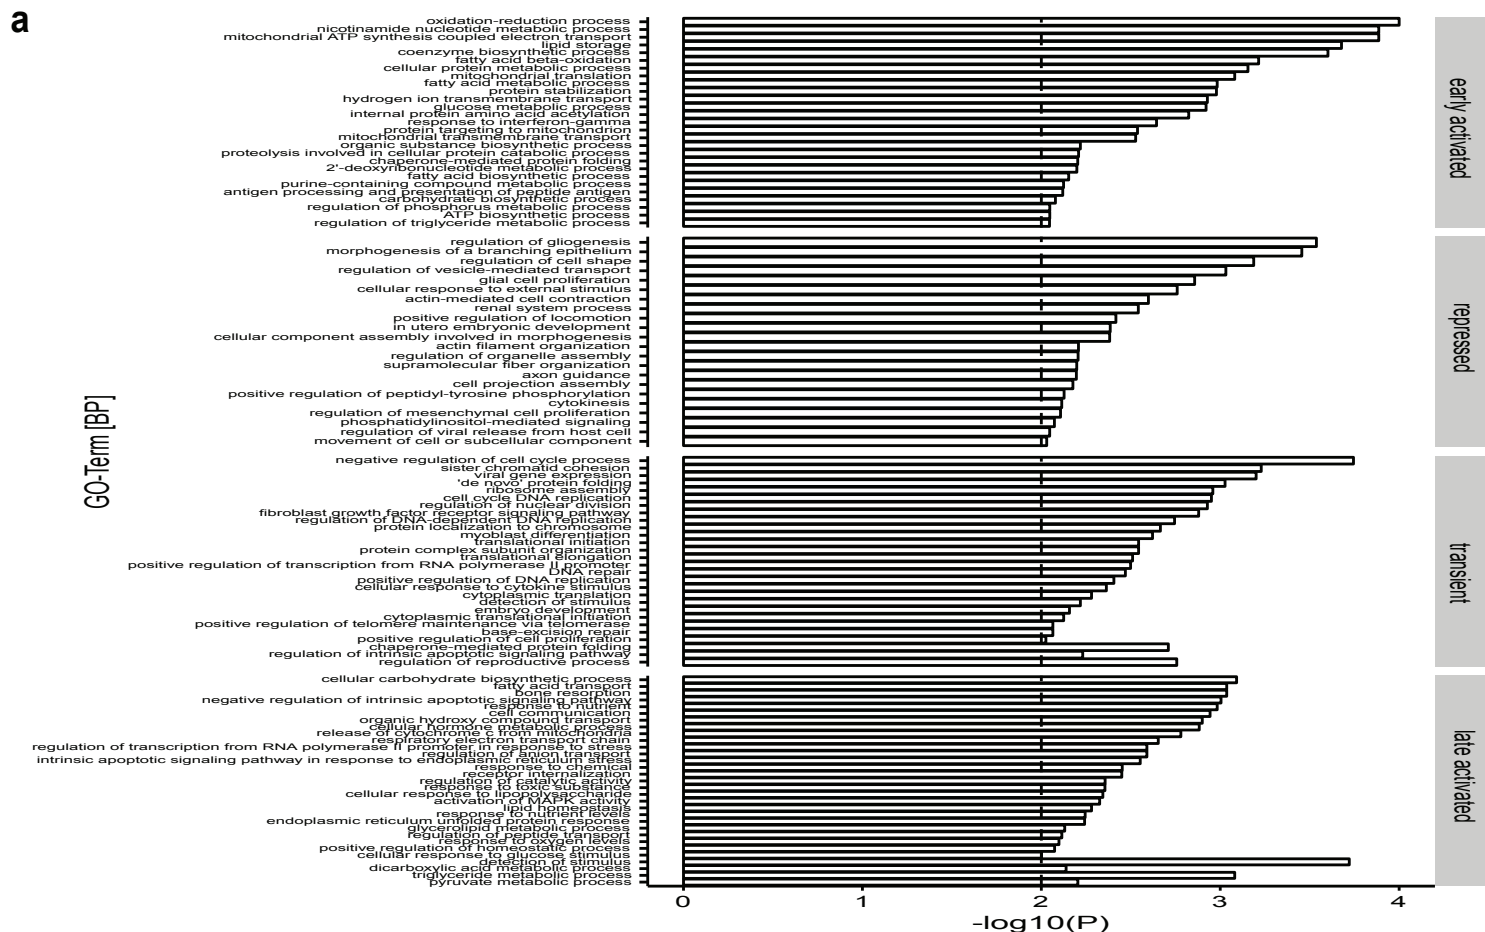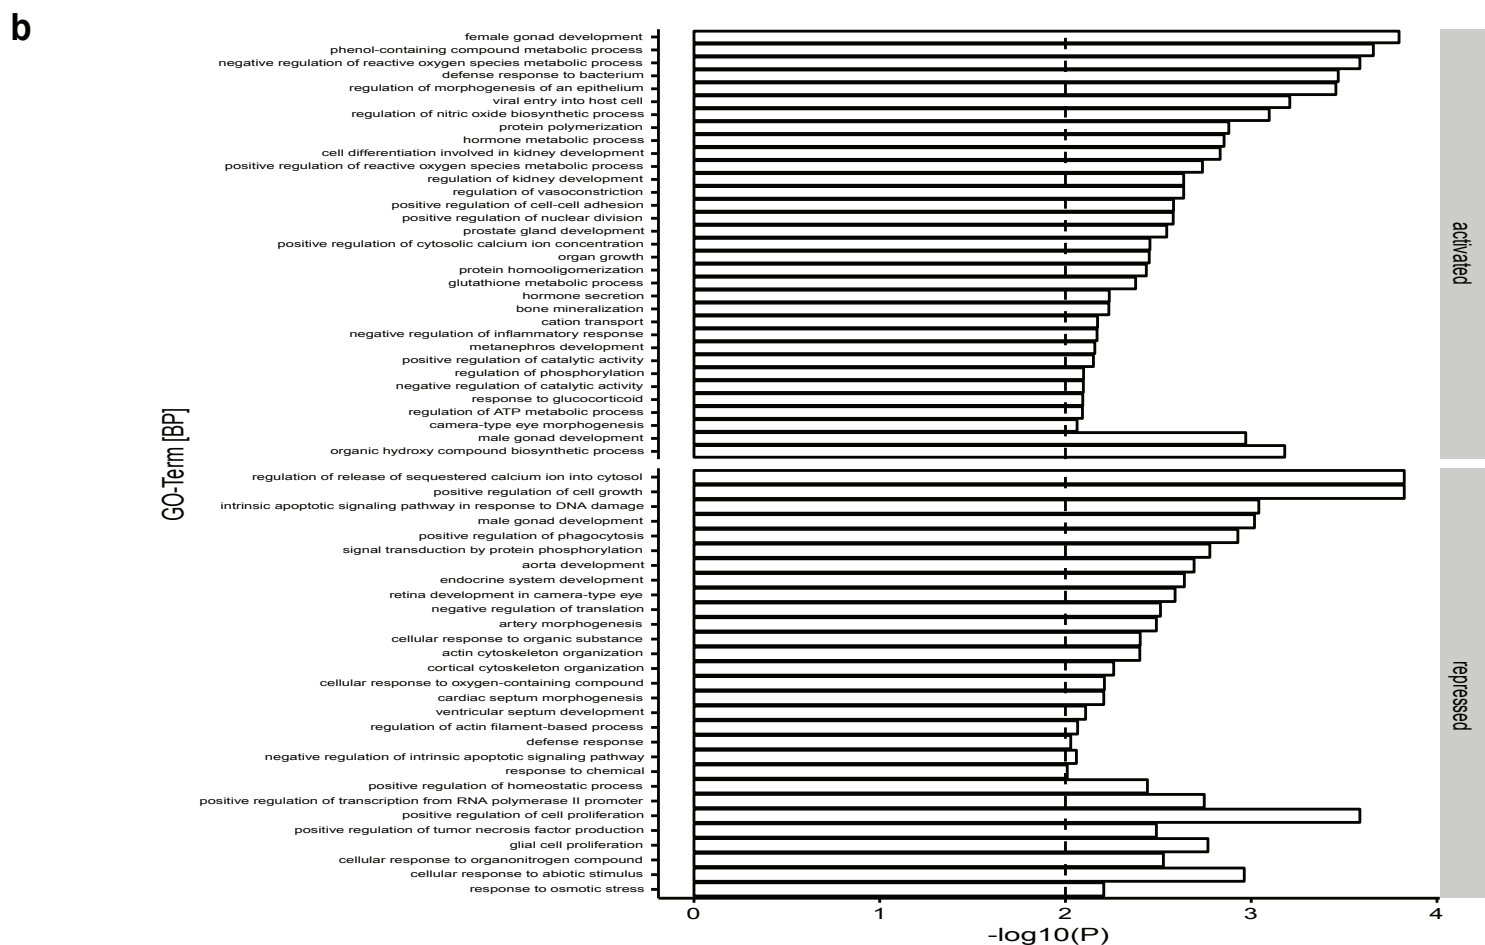

**Supplementary Figure 6. Gene set enrichment analysis of pseudo-time dependent genes**

(a) Significantly enriched GO-Terms for genes in the four clusters of the secretory branch. (b) Significantly enriched GO-Terms for genes in the two clusters of the hormone-sensing branch.

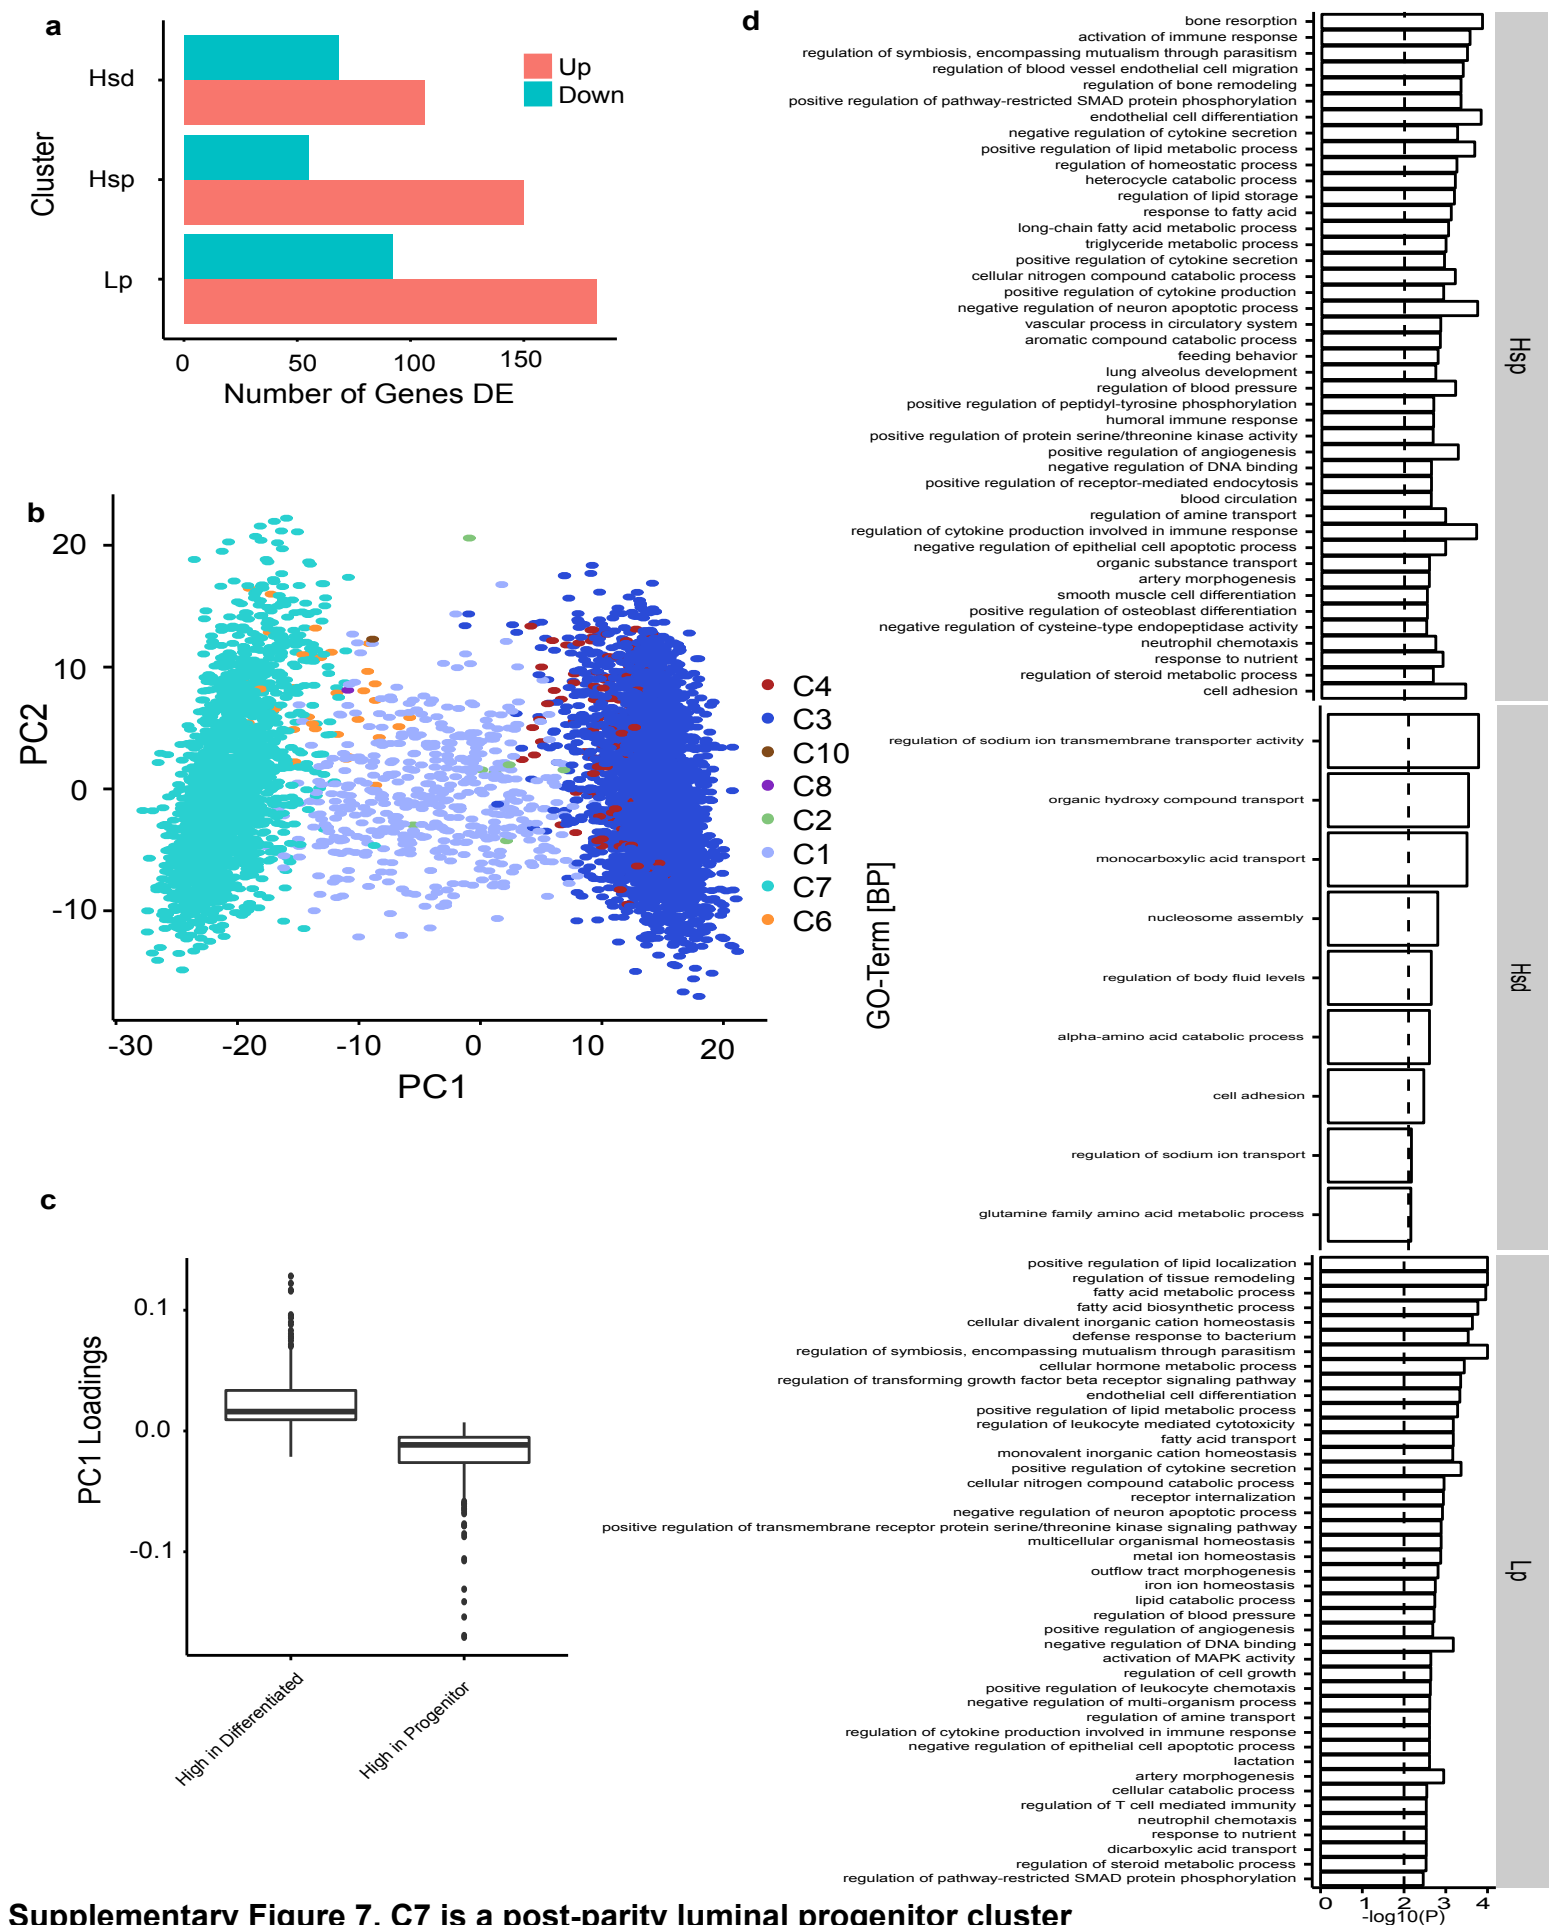

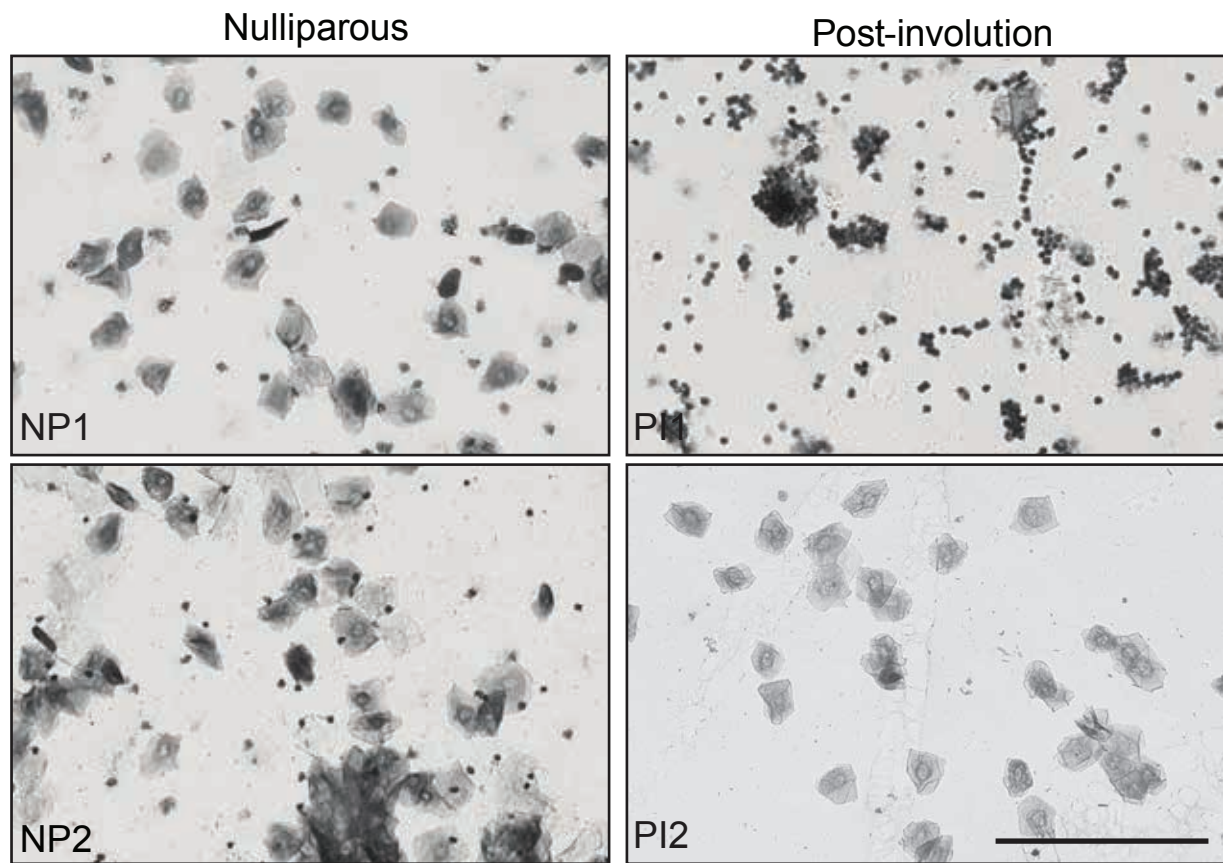

**Supplementary Figure 8. Estrus cycle Vaginal smears of the mice from the NP and PI time-points**  
The animals were classified as being in estrus (NP1, NP2, PI2) or diestrus (PI1).  
The scale bar represents 200µm.

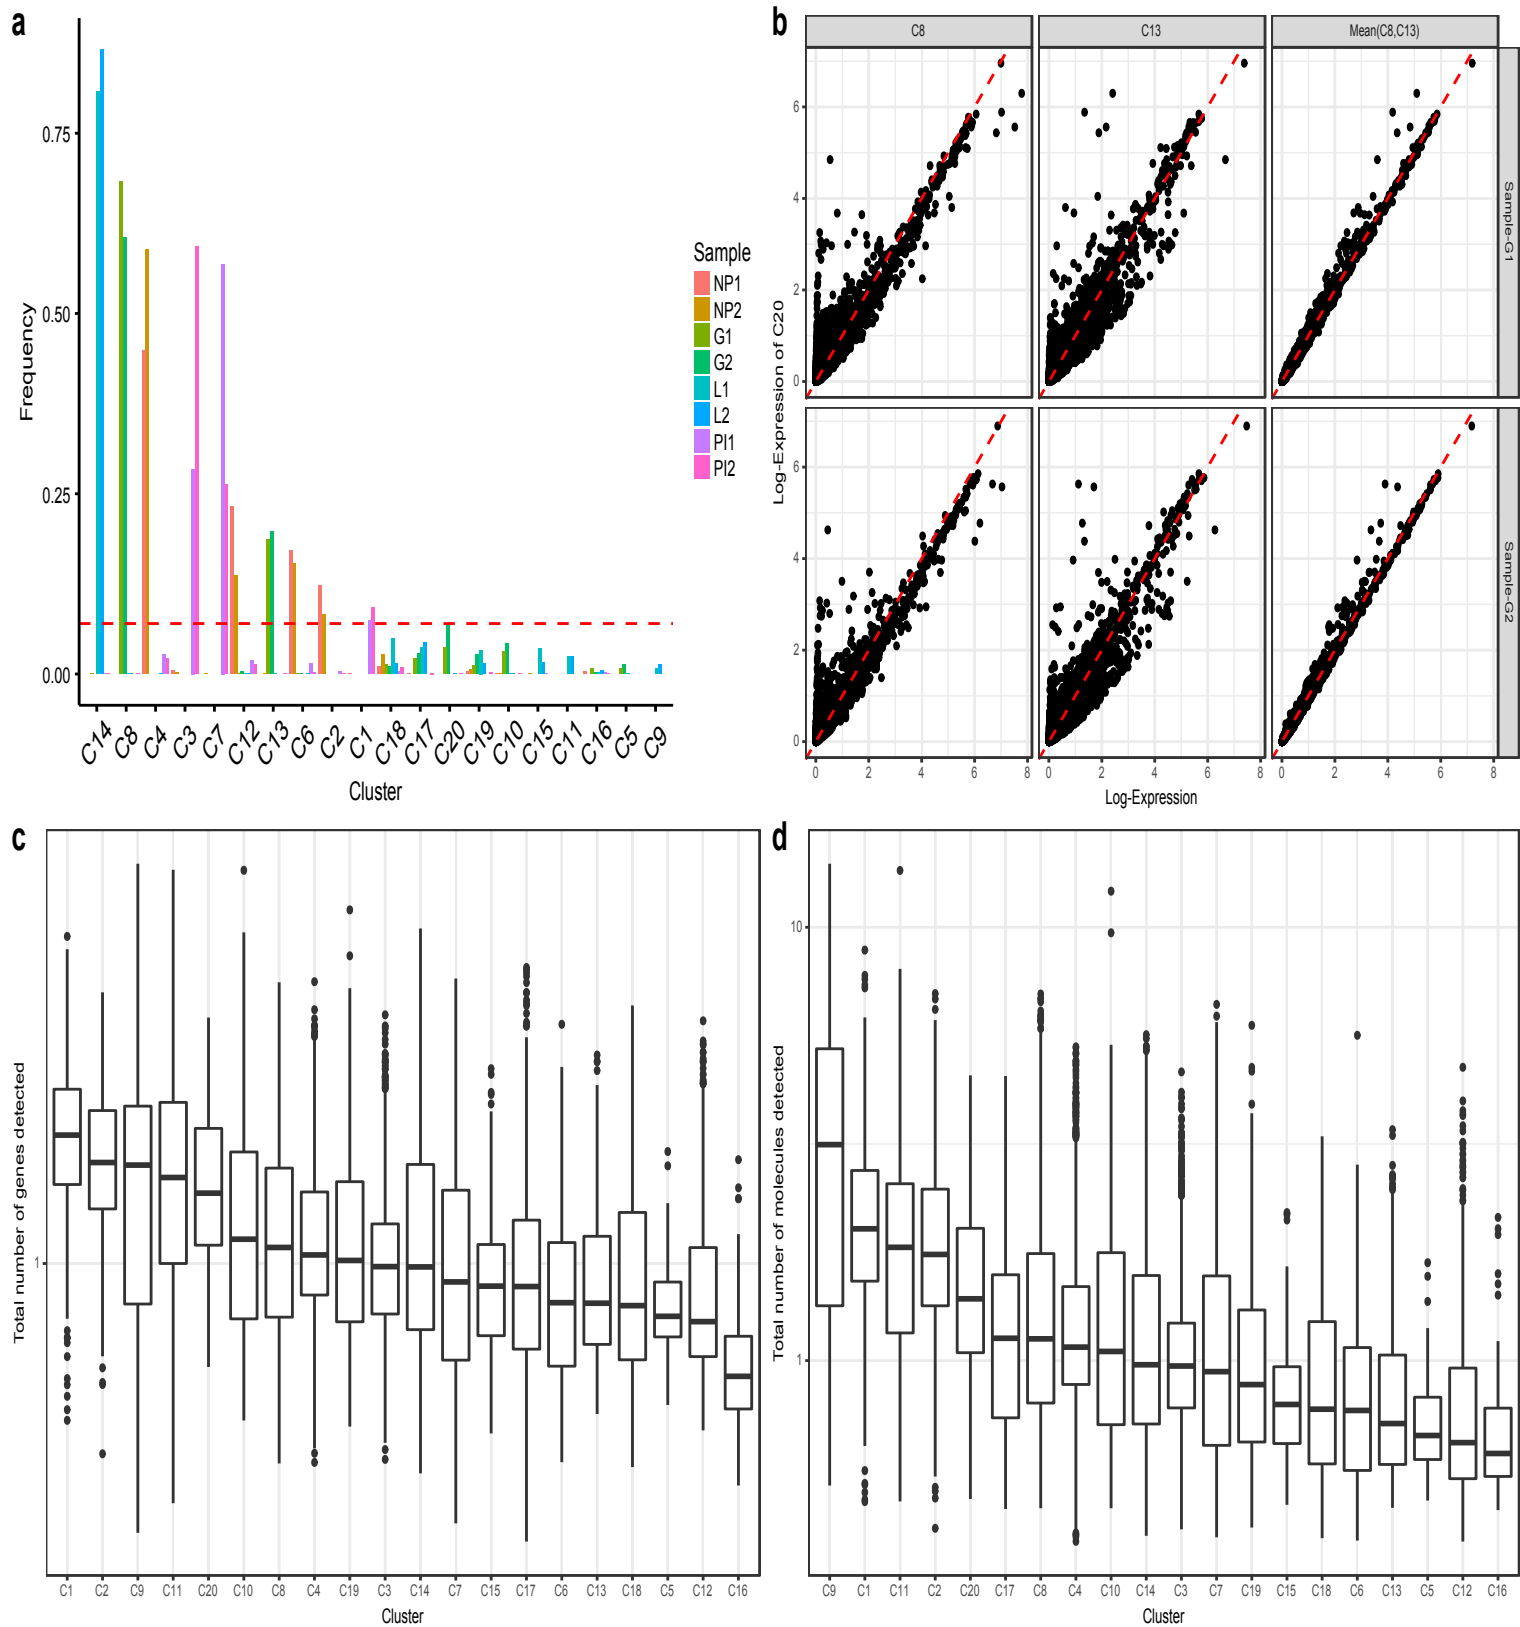

### Supplementary Figure 9. Removal of doublet clusters

(a) Frequency of each cluster in all 8 samples, the threshold of 7% is indicated by the red dashed line. (b) Correlation of C20 (on the y-axes) with C8 (left panels), C13 (center panel) and the mean of C8 and C13 (right panel) for both samples G1 and G2. (c-d) Number of genes detected (c) and total number of molecules (d). The values for each cell were normalised to the median value of the sample in which the cell was captured. The boxplots were constructed as follows, the centre line represents the median, the upper and lower hinges the first and third quartile and the whiskers extend to the largest or smallest value no further than 1.5 times the inter-quartile range from the hinge. Data points beyond this are highlighted as dots.

# Supplementary material for: Differentiation dynamics of mammary epithelial cells revealed by single-cell RNA sequencing
**Source:** Nat Commun. 2017 Dec 11;8:2128. doi: 10.1038/s41467-017-02001-5
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Differentially expressed genes between clusters.

File Name: Supplementary Data 2

Description: Differentially expressed genes between clusters.

File Name: Supplementary Data 3

Description: Differentially expressed genes between clusters.

File Name: Supplementary Data 4

Description: Differentially expressed genes between clusters.

File Name: Supplementary Data 5

Description: Differentially expressed genes between clusters.

File Name: Supplementary Data 6

Description: Differentially expressed genes between clusters.

File Name: Supplementary Data 7

Description: Differentially expressed genes between clusters.

File Name: Supplementary Data 8

Description: Differentially expressed genes between clusters.

File Name: Supplementary Data 9

Description: Differentially expressed genes between clusters.

File Name: Supplementary Data 10

Description: Differentially expressed genes between clusters.

File Name: Supplementary Data 11

Description: Differentially expressed genes between clusters.

File Name: Supplementary Data 12

Description: Differentially expressed genes between clusters.

File Name: Supplementary Data 13

Description: Differentially expressed genes between clusters.

File Name: Supplementary Data 14

Description: Differentially expressed genes between clusters.

File Name: Supplementary Data 15

Description: Differentially expressed genes between clusters.

File Name: Supplementary Data 16

Description: List of genes with pseudo-time dependent gene expression with same overall trend in the two branches.

File Name: Supplementary Data 17

Description: List of genes with pseudo-time dependent gene expression with different trends in the two branches1

How the deposited data were processed for this re-analysis (not part of the article)

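Single mammary epithelial cells of 8 mice were sequenced, with 2 mice at each of 4 stages: nulliparous mice 8 weeks old (NP), day 14.5 of gestation (G), day 6 of lactation (L) and 11 days after natural weaning (PI). Each library came from 1 mouse. Conditions and replicate numbers were taken from the sample labels and the paper.

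The deposited matrices hold whole UMI counts per gene and cell barcode, which the authors made with Cell Ranger from reads aligned to the mm10 genome, without normalisation between libraries. A deposited annotation of the authors gives, per cell, its library, its total UMI count and number of genes, quality flags, cluster, and the mitochondrial share of UMIs as a fraction. In 1096 cells the annotated UMI total differed from the matrix, by at most 5 UMIs. Of 27998 genes, 121 symbols were shared by more than 1 gene ID, and these genes were kept apart by their IDs. Gene coordinates are those of the GRCm38 annotation, matched by gene ID.

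The quality thresholds of the paper's Methods were applied to the matrices, and barcodes found in more than 1 library were removed. Cells were joined to the authors' clusters by library and barcode, and 1 cell of the annotation had no barcode in the count matrices. Clusters themselves were not made again. Total depth per mouse was 26903844 and 23887236 UMIs in NP, 35711533 and 33507644 in G, 27658617 and 20586478 in L, and 13785920 and 30591089 in PI. Binomial intervals are exact (Clopper-Pearson) at 95%. A count of 0 allows up to 3 counts. Intervals and limits cover counting error only.

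Counts were summed per mouse and cluster, with at least 20 cells per sum for the marker levels. In 7 comparisons genes were tested in such sums: NP against PI in luminal progenitors (C6 and C7), hormone-sensing progenitors (C2 and C1) and differentiated hormone-sensing cells (C4 and C3), NP against L in basal cells (C12 to C14, in effect C12 in NP and C14 in L), and C4 against C6 in NP mice, C8 against C10 in G mice and C15 against C14 in L mice. A further fit tested whether the change from NP to PI differed between the cell types. The tool was edgeR 4.0.16 in R 4.3.3, with TMM normalisation, filterByExpr (minimum count 10, minimum total count 15), the quasi-likelihood F-test and Benjamini-Hochberg adjustment at 0.05. Comparisons within mice had the mouse as a term. Residual degrees of freedom were 2 in the comparisons between stages, with prior degrees of freedom of 9.71, 9.74, 10.7 and 6.6, and 1 in the comparisons within mice.

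Genes named in the text were chosen by a rule: in each comparison the 10 with the largest rise and the 10 with the largest fall among genes past the test, with a level of at least 20 CPM in 1 group and no overlap between the mice of the 2 groups, and in addition every gene the paper names (68) and the members of the gene lists. There were 21 lists, which include milk proteins, milk fat synthesis and secretion, hormone receptors and targets, luminal progenitor genes, contractile genes, acute phase and involution, cholesterol synthesis, dissociation stress, cell division, and pericyte and fibroblast markers. Lists were tested with camera in limma 3.58.1, at a preset correlation of 0.01 and with the correlation estimated, and the p-values printed are those with the correlation estimated, without adjustment over the lists unless an adjusted value is given.

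For the trajectory, counts were scaled to the total of each cell and log2-transformed with 1 added. Highly variable genes (scran 1.30.0, biological component of at least 0.5, FDR of 0.05) gave a diffusion map over 100 nearest neighbours with 20 components. Pseudotime was the distance from the root cell, scaled to a maximum of 1, and each arm was divided into 10 bins of equal cell number. Cells of PI mice and of a held-out NP mouse were placed by their 15 nearest cells. The authors' destiny and monocle runs were not repeated, and this order is a version of the same method written for these counts. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9 was used.

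The test was tried on simulated counts with 200 changed genes at the real depths and a dispersion of 0.05, and the trajectory steps on simulated branching cells, in which all 160 changing genes of each arm came out in the simulated direction. Calls among unchanged genes made up 1.9% to 5.5% of the simulated calls, except in basal cells, where they made up 10.7%. Other normalisation (DESeq2 1.42.0), no filter, the filter of the paper, its thresholds on fold change (glmTreat), equal depth, equal cell number, other blocking and each replicate left out were run as alternatives. The tissue images, the t-SNE maps and the enrichment of gene ontology terms were not analysed here, since no ontology annotation was at hand. The combined matrix, which holds the counts of the single libraries apart from 1 cell, was not used.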

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

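Of the tests in this part, only the one with equal UMIs at 100 cells was chosen after the result was seen. The change from NP to PI was compared between luminal progenitors and differentiated hormone-sensing cells of the same mice in 1 fit (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 2449 genes differed between the cell types, 1272 of them towards higher levels in luminal progenitors. Without the first NP mouse 1186 genes differed, and without the second 1269. In log2 units, the change in luminal progenitors exceeded that in differentiated cells by 6.75 for *Csn2*, 2.95 for *Csn1s1*, 5.09 for *Csn1s2a* and 1.41 for *Csn3*, by 3.23 for the lipase *Lipa*, 1.61 for *Xdh*, 3.20 for *Cd36* and 1.98 for *Cidea*, and by 1.96 for *Ctsc*, 2.18 for *Tgfb3*, 1.63 for *Mfge8* and 4.33 for *Hp*. Adjusted p-values of these genes ran from 2.4e-12 (*Hp*) to 0.024 (*Cd36*). Of the genes followed, *Lalba* (2.10, adjusted p = 0.182) and *Spp1* (1.86, adjusted p = 0.176) did not pass. The differences for *Cd36* (1.70, adjusted p = 0.895, without the second NP mouse, and 8.05, adjusted p = 0.0132, without the second PI mouse; 3.1e-05 to 1 over the alternatives) and *Xdh* (1.35, adjusted p = 0.0539, without the first; 6.2e-05 to 0.525 over the alternatives) no longer passed with 1 NP mouse left out. With 100 cells per mouse and cell type, the difference no longer passed for 9 of the 13 genes followed that had passed, among them *Csn2* (5.02, adjusted p = 0.978; 6.7e-10 to 0.978 over the alternatives) and *Csn1s1* (2.15, adjusted p = 0.644; 2.3e-07 to 0.644). Those of *Csn1s2a* (3.59 to 7.51), *Csn3* (0.77 to 2.09), *Csn2* (5.83 to 7.64) and *Hp* (up to 4.99) moved with the NP mouse left out but passed. Milk protein RNA in C3 was at the level of free RNA, so the differences for the caseins set the rise in luminal progenitors against a background. *Esr1* differed by 2.01, since it rose by 1.42 in luminal progenitors and fell by 0.59 in differentiated cells.

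Milk protein transcripts in C7 cells of PI mice could come from technical sources, and 3 were tested. Free RNA in the suspension would reach C7 and C3 of a mouse alike, but the milk protein level in C7 was 176 and 181 times that in C3. Carry-over from the lactation libraries would keep their balance of *Wap* to *Csn2*, but the ratio in C7 was at most 0.0117 of the lowest lactation library. Carry-over from the gestation libraries was not tested. The ratio in C7 (0.0061 and 0.0077) lay between those of the 2 G libraries (0.0042 and 0.0134). The ratio of *Csn3* to *Csn2* did not, at 5.113 and 3.628 in C7 against 0.1608 and 0.1409 in G. A few remaining alveolar cells would hold most of the *Csn2* counts, but the 5% of C7 cells richest in *Csn2* held 33.12% of them in 1 mouse and 28.04% in the other. This speaks only to a small subset. It cannot exclude that a larger part of C7 is made up of remaining alveolar cells, since 37.0% to 42.5% of C7 cells lay nearest to alveolar cells. A state of the cells after pregnancy is a hypothesis that nothing here sets apart from a larger share of remaining alveolar cells. Nor is it set apart from age and the time since weaning, which differ with parity in this design and stay open. Nulliparous mice of the age of the PI mice, and PI mice at later times after weaning, would be needed to decide on age and time. The design has neither.

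With all mice, more genes changed between NP and PI in luminal progenitors than in differentiated hormone-sensing cells. That order turned with the first PI mouse left out, so it depends on this mouse. More cells or counts in the luminal progenitor sums were weighed as a source of the order. The sums show the reverse in 3 of 4 mice: those of differentiated cells held 12667669 and 14508146 UMIs in NP against 3313638 and 2411364, and 15535856 against 7967835 in the second PI mouse, while the first PI mouse had 3334145 against 7393607. In simulated data at these depths 88.9% of 4-fold changes were found in differentiated cells and 82.7% in luminal progenitors. With 100 cells per mouse and cell type the count in luminal progenitors was 2.09 times that in differentiated cells, a test that adds little, since the sums already pointed the other way. At the same cell number hormone-sensing progenitors had more genes past the test than luminal progenitors, 1352 against 1140. With those 100 cells thinned to equal UMIs, a setting chosen after the data were seen, 1069 genes passed in luminal progenitors, 755 in hormone-sensing progenitors and 329 in differentiated cells.

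A further 3 gene lists, which the paper does not test as such, had most members past the test. The paper names immune and involution genes raised in C7, and of a wider list of the acute phase and involution 13 of 17 were higher in luminal progenitors of PI than of NP mice (camera p = 0.0619 with estimated correlation). In basal cells of L mice 9 of 10 genes of cholesterol synthesis were higher than in NP (camera p = 0.0540 with estimated correlation), among them *Fdps* by a log2 fold change of 3.45 and *Hmgcs1* by 2.19. All 13 genes of dissociation stress were higher in the same basal cells (camera p = 0.0363 with estimated correlation, 0.27 adjusted over the lists tested).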

How the results depend on the processing

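The alternatives other than 6 were chosen before the data were examined. Chosen after the data were seen were glmTreat together with the filter of the paper, and equal UMIs at 100 cells, for each of the 3 NP to PI comparisons. In 1570 pairs of a gene followed in a comparison and an alternative, the direction and the side of the threshold were the same in 1510, the call was weaker in 57, stronger in 2 and reversed in 1. Of the weaker calls, 38 came from glmTreat, which asks for a larger change. The reversed one was *Vdr* between C8 and C10, near 0 in each setting and -0.06 with the filter of the paper. The difference between cell types was less firm than the other comparisons, with 14 of 135 such pairs weaker, 9 of them with 100 cells. The limits of the design are the 2 mice per stage, the shared mice behind the 3 cell types, and the depth of small clusters. In simulated data at the real depths, the test found 14.3% to 30.9% of 2-fold changes between stages, and 4.2% in C15, so a gene not past the test can still differ; the simulated dispersion of 0.05 was above the 0.0031 to 0.0158 of the real sums. In simulated basal cells 10.7% of calls were false, above the 5% set.

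With DESeq2 the number of genes past the test was 1615 in luminal progenitors, 807 in hormone-sensing progenitors, 1252 in differentiated hormone-sensing cells, 3753 for C4 against C6, 1122 for C8 against C10, 1938 for C15 against C14 and 1130 for the difference between cell types. Of the genes called in luminal progenitors, 54.3% were also called with DESeq2, none in the other direction. With glmTreat the counts were 252, 127, 143, 2013 (basal cells), 1941, 323 and 1408. With glmTreat and the filter of the paper 139, 118 and 68 genes passed in the 3 parity comparisons, and 6 milk fat genes and 2 immune genes were higher in luminal progenitors. With that filter alone 4067 genes passed in basal cells and 2223 in C15. With 100 cells per mouse and cell type, where 12 calls in luminal progenitors, 13 in differentiated cells and 63 of the difference between cell types changed direction, 1140 genes passed in luminal progenitors, 545 in differentiated cells and 641 for the difference between cell types, and at equal UMIs in addition 1069 in luminal progenitors, 755 in hormone-sensing progenitors and 329 in differentiated cells. With sums thinned to equal UMIs 1982 genes passed for C8 against C10 and 1384 for C15. Fewer genes tested, or fewer cells and counts, are part of how these settings are made; for the others the cause was not tested.

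Leaving out 1 mouse in turn gave 1727 to 2576 genes in luminal progenitors, 825 to 1852 in hormone-sensing progenitors, 864 to 2857 in differentiated cells and 1186 to 2452 for the difference between cell types. A lone mouse of a stage is then assumed to vary like the others. For the comparisons within 2 mice, leaving out 1 leaves no residual degree of freedom and gives no value; of the genes called, 7049 of 7083 (C4 against C6), 3344 of 3367 (C8 against C10) and 3556 of 3589 (C15 against C14) had the same direction in both mice.

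Replicate numbers of different stages mark different mice, and the correlation of deviations of same-numbered mice was low (r of 0.057 in luminal progenitors, -0.053 in hormone-sensing progenitors, 0.012 in differentiated cells and 0.018 in basal cells). With a replicate block all the same, 3146, 1643, 1889 and 8141 genes passed. Without the replicate block of mice in the comparisons within mice, 2125 genes passed for C8 against C10 and 1194 for the difference between cell types, and other counts stayed within 1.5 times.

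With all cells past quality control as the denominator, C8 took 64.39% in G, C13 19.19% in G, C14 83.74% in L and C11 2.48% in L. Keeping barcodes shared between libraries left 25801 cells. Directions along pseudotime that matched the paper's table came to 94.81% in all and to 91.33% to 97.48% with 1 mouse left out. The share of C7 cells next to alveolar cells was 21.22% without milk protein genes and 30.18% at 2000 UMIs per cell, and that of held-out C6 cells was 2.34% with 5 nearest cells, 1.38% with 50, 4.17% without milk protein genes and 1.22% at 2000 UMIs, each below every share of C7. Of the genes that set C6 apart most strongly, 97.4% to 99% had the same direction in C7 in all settings run, and of all genes 80.01% to 82.41%.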

Differences from the paper's values

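Of the tests in this part, glmTreat with the filter of the paper, the other settings at the paper's thresholds and equal UMIs at 100 cells were chosen after the result was seen. At the paper's thresholds (FDR of 0.01 and a log2 fold change beyond 1), the paper shows about 55 genes lower in PI in hormone-sensing progenitors (Supplementary Fig. 7a, read by eye), and 25 were lower here with glmTreat. The paper's test took cells as replicates and the one here mice. With the filter of the paper in addition, chosen after the values were seen, 24 were lower, and all 6 counts of higher and lower genes in the 3 cell types lay more than 1.5 times below those read from that figure. Of the alternatives set before the data were examined, run at these thresholds only after the values were seen, 2 came within 1.5 times of the paper's count, with 52 genes lower without a filter on low counts and 47 without the second PI mouse. The others did not, with 11 (DESeq2 with a test against the same fold change), 25 (library sizes without milk protein genes), 19 (equal UMIs), 27 (replicate block), 25 (all cells of both clusters), 28 (100 cells), and 16, 28 and 35 without the first NP, the second NP and the first PI mouse.

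*Vdr* is named by the paper among genes that increase towards hormone-sensing cells and that are repressed early on the alveolar branch. Here it fell by 1.56 on the log2 scale between C6 and C4 and was lower at the tip of the hormone-sensing arm. Between C10 and C8 it differed by 0.01, and along the secretory arm it began at 0.507 and ended at 0.557. These values cover the late step and the ends of the arm. The first bin already lay past the midpoint between the lowest and the highest bin, so a bin between the ends was lower. An early fall on the alveolar branch is therefore not excluded. Of the genes named with it, *Esr1*, *Pgr* and *Msx2* rose on the hormone-sensing arm and *Areg* was lower at the end of the secretory arm, as the paper has them.

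The paper states that the rise of the lactation and immune genes was strongest in the progenitor cells. It also states that progenitor types had more genes changed than differentiated types. In luminal progenitors 2955 genes passed, but hormone-sensing progenitors had fewer (1734) than differentiated cells (1923), and so they did with DESeq2 (807 and 1252) and at the paper's thresholds (127 and 143), while they had more with the filter of the paper (1620 and 1319), with that filter and glmTreat (118 and 68), with 100 cells per mouse and cell type (1352 and 545) and with those cells at equal UMIs (755 and 329), so the order of these 2 cell types depends on the setting. Against hormone-sensing progenitors, the change in luminal progenitors was larger for *Hp* (by 3.12) and was not shown to differ for *Csn2*, *Lipa* or *Tgfb3*, and for *Csn3* it was smaller by a difference of -0.89.

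The paper has *Lipa* among lipid genes switched on early on the alveolar branch and *Cd36* among those switched on late. Here both passed the midpoint of their rise in bin 6. The other genes named with them kept the paper's order, with *Dbi* in bin 3, *Lpl* in bin 4 and *Olah* in bin 7. *Ehf* is given as a gene of the secretory lineage, and it was higher at the end of the arm than at its start (with a rising slope in 2 of 4 mice) but not in C8 over C10 (-0.06). The paper has cells going from C6 to C2 and C4/5. Here C5 came before C2 on the hormone-sensing arm, at a median pseudotime of 0.581 against 0.797. The 61 C5 cells came from G mice, on an arm otherwise made up mostly of NP cells, so stage and order cannot be told apart for C5.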

Other observations

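No test in this part was chosen after its result was seen. Beyond milk and the acute phase, luminal progenitors of PI mice were higher in single genes of the defence of the gland, while the list as a whole was not past the camera test. Of 15 genes of chemokines and antigen presentation, 10 were higher and 2 lower than in NP (10 and 2 when adjusted over the list alone; camera p = 0.115 with estimated correlation; 6 to 10 higher over the alternatives other than glmTreat). *Pigr*, which carries immunoglobulin A across the epithelium, rose from 1.13 to 26.1 normalised CPM, a log2 fold change of 4.43 (adjusted p = 5.6e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *Cxcl5*, a chemokine that draws neutrophils, rose by 2.62 (adjusted p = 0.00010; 3.24 without the first NP mouse). *Pdk4*, a kinase that holds back the use of glucose, rose from 7.60 to 751 normalised CPM in luminal progenitors, by 6.65 (adjusted p = 1.0e-08), and by 5.92 in hormone-sensing progenitors (adjusted p = 4.5e-07), from the same test. *Vdr* rose by 1.31 in luminal progenitors (adjusted p = 4.7e-05) and by 1.14 in hormone-sensing progenitors (adjusted p = 0.0014). In each of these both PI mice lay above both NP mice.

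Basal cells of L mice had less of the hormone genes than those of NP mice, with 9 of 13 lower and 2 higher (camera p = 0.0419 with estimated correlation, 0.27 adjusted over the lists tested; 3 lower with the filter of the paper). *Prlr* fell by 7.40 on the log2 scale (adjusted p = 2.2e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and *Areg* had a log2 fold change of -8.58 (adjusted p = 5.3e-07, from the same test), in both mice of each stage. NP basal cells also held more *Krt18*, 1512 CPM against 196 CPM in C14. Of 4 luminal keratins, however, 1 was lower in L and 3 did not pass (median log2 fold change -0.11). Of 11 luminal progenitor genes 8 were lower in L and 2 higher (median -1.3, camera p = 0.278 with estimated correlation). Whether luminal RNA among the NP basal cells adds to the fall was not tested. In C15 of L mice 10 of 14 genes of cell division were higher than in C14 (11 when adjusted over the list alone; camera p = 0.115 with estimated correlation), with *Mki67* higher by 4.41 (adjusted p = 4.4e-14) and *Top2a* by 3.10 (adjusted p = 1.7e-11). With sums thinned to equal UMIs 1 of these genes passed, and with the filter of the paper none did.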
